# Calorie Restriction Suppresses Age-Dependent Hippocampal Transcriptional Signatures

**DOI:** 10.1371/journal.pone.0133923

**Published:** 2015-07-29

**Authors:** Marissa J. Schafer, Igor Dolgalev, Melissa J. Alldred, Adriana Heguy, Stephen D. Ginsberg

## Abstract

Calorie restriction (CR) enhances longevity and mitigates aging phenotypes in numerous species. Physiological responses to CR are cell-type specific and variable throughout the lifespan. However, the mosaic of molecular changes responsible for CR benefits remains unclear, particularly in brain regions susceptible to deterioration during aging. We examined the influence of long-term CR on the CA1 hippocampal region, a key learning and memory brain area that is vulnerable to age-related pathologies, such as Alzheimer’s disease (AD). Through mRNA sequencing and NanoString nCounter analysis, we demonstrate that one year of CR feeding suppresses age-dependent signatures of 882 genes functionally associated with synaptic transmission-related pathways, including calcium signaling, long-term potentiation (LTP), and Creb signaling in wild-type mice. By comparing the influence of CR on hippocampal CA1 region transcriptional profiles at younger-adult (5 months, 2.5 months of feeding) and older-adult (15 months, 12.5 months of feeding) timepoints, we identify conserved upregulation of proteome quality control and calcium buffering genes, including heat shock 70 kDa protein 1b (Hspa1b) and heat shock 70 kDa protein 5 (Hspa5), protein disulfide isomerase family A member 4 (Pdia4) and protein disulfide isomerase family A member 6 (Pdia6), and calreticulin (Calr). Expression levels of putative neuroprotective factors, klotho (Kl) and transthyretin (Ttr), are also elevated by CR in adulthood, although the global CR-specific expression profiles at younger and older timepoints are highly divergent. At a previously unachieved resolution, our results demonstrate conserved activation of neuroprotective gene signatures and broad CR-suppression of age-dependent hippocampal CA1 region expression changes, indicating that CR functionally maintains a more youthful transcriptional state within the hippocampal CA1 sector.

## Introduction

Dysfunctional synaptic connections and neurodegeneration are posited to be the cellular origins of age-dependent memory and cognitive impairment [1]. The hippocampal formation, in particular the CA1 hippocampal sector, is a central learning and memory hub within the mammalian brain that displays activity-dependent synaptic plasticity in neural network formation [2]. CA1 pyramidal neurons are severely affected in AD, while several other temporal lobe and hippocampal cell types are relatively spared throughout pathology progression. The compilation of cellular processes responsible for this selective vulnerability are not fully understood [3,4].

The hippocampal region is prone to abnormal protein aggregation, suggesting proteome quality control dysfunction throughout aging [1]. In normal hippocampal aging, characterized by *ad libitum* (AL) feeding and no overt pathology, spatial memory deficits coincide with downregulation of genes involved in the unfolded protein response, including heat shock 70 kDa protein 5 (Hspa5) and calreticulin (Calr) [5], as well as negative regulation of synaptic plasticity genes [6]. Intrinsic electrical and structural characteristics of CA1 pyramidal neurons may also contribute to neurodegenerative vulnerability, where susceptibility to excitotoxicity may originate from diminished calcium buffering capacity in older age, relative to less excitable cell types [7,8]. Furthermore, CA1 pyramidal neurons are dependent on pro-survival trophic factor signaling, including brain-derived neurotrophic factor (Bdnf), and reduction in trophic factor signaling throughout aging, which occurs coincident with neuron loss and memory impairment, may also contribute to the selective vulnerability phenotype [9,10].

Calorie restriction (CR) is a dietary regimen that involves a sustained, moderate reduction (typically 20–40%) in calorie intake compared to AL feeding. CR has proven to be a powerful method in multiple species to reduce the incidence of chronic disease and increases the lifespan. CR feeding dramatically alters many processes associated with dysfunctional brain aging, and serves as an essential tool for understanding endogenous attenuation of age-related pathology [11–15]. CR enhances expression of Bdnf and neurotrophin 3 (Ntf3) [11] while reducing aberrant protein aggregation [12,16], excitability [13], and calcium dysregulation [14]. Partial suppression of age-dependent gene expression changes have been observed within the neocortex and cerebellum of aged CR mice compared to AL feeding [17], and additional investigations identified a unique CR-specific transcriptional profile within the hippocampal CA1 region, relative to adjacent less vulnerable hippocampal subregions [18]. Previous investigations of changes underlying normal brain aging and CR-benefits relied on hybridization methodologies, including microarray analysis [5,17–23], which have limited profiling capacity and quality relative to total mRNA sequencing [24]. Presently, we test the hypothesis that long-term CR beneficially modifies age-dependent gene expression using unbiased total mRNA sequencing and NanoString nCounter profiling in the selectively vulnerable hippocampal CA1 region, an area implicated in memory function that is prone to age-related neurodegenerative pathology [2,25,26].

## Materials and Methods

### Mouse model and tissue accession

Animal protocols for this study were in agreement with NIH guidelines and approved by the Institutional Animal Care and Use Committee (IACUC) of the Nathan Kline Institute and NYU Langone Medical Center. A subset of the mice applied to these experiments were used as control mice in a recently published study [16]. At approximately 2.5 months of age, female Swiss Webster x DBA/C57BL6 F1 mice were randomly assigned to AL or 30% CR (reduction specific to carbohydrates) dietary regimens (AL, #D12450B; 30% CR, #D03020702B; Research Diets Inc., New Brunswick, NJ). CR mice were fed their daily allotment in the morning, and CR diets were adjusted weekly, according to the average daily intake of the AL group. Body weights were measured twice weekly. At approximately 5 or 15 months of age, following 2.5 or 12.5 months of diet administration, respectively, mice were administered a lethal dose of ketamine (80 mg/kg) and xylazine (13 mg/kg), perfused transcardially with ice-cold 0.1 M phosphate buffer, and brains were rapidly removed. Sacrifices took place in mid-afternoon. The hippocampal CA1 region was microdissected from tissue slabs using a dissecting microscope, frozen on dry ice, and stored at -80°C, as described previously [27].

### RNA isolation, library preparation, and sequencing

RNA was isolated from frozen hippocampal CA1 microdissections using the miRNAeasy Micro Kit (Qiagen, Valencia, CA) according to manufacturer specifications. Bioanalysis (2100, Agilent Biotechnologies, Santa Clara, CA) was employed to determine RNA concentration and quality. 300 ng of total RNA with an average RNA integrity number (RIN) value of 9 was applied to the TruSeq RNA Sample Preparation Kit v2 (Illumina, San Diego, CA) to construct mRNA sequencing libraries. The quality of the libraries was assessed using Agilent bioanalysis, and quantification was performed by qPCR. Libraries were applied to 8 runs of paired-end 50-base pair sequencing on a HiSeq 2500 platform (Illumina), using the rapid run mode. Five and six biological replicates were sequenced per diet condition for 5 and 15 month groups, respectively.

### Statistical analysis and functional annotation of gene expression

Base calling was performed using Illumina bcl2fastq software. The sequencing reads were aligned to the mouse genome (UCSC build mm10) using the splice-aware TopHat aligner. Likely PCR duplicates were removed with Picard MarkDuplicates tool. Filtered mapped reads were analyzed using the Cufflinks package with default parameters and the following additions. A fragment bias correction was applied to improve the accuracy of transcript abundance estimates, and a multi-read correction was applied to weight reads mapping to multiple locations in the genome. The dispersion estimation method used was default pooling, in which each replicated condition was modeled and averaged to provide a single global model for all conditions. Differentially expressed genes were determined based on false discovery rate (FDR)-adjusted p-value <0.05 (q) as calculated by Cuffdiff. Ingenuity Pathway Analysis (IPA) was used to functionally annotate datasets of differentially expressed genes (p<0.01, q<0.05).

### NanoString nCounter analysis

NanoString nCounter (NanoString Technologies, Seattle, WA) digital mRNA detection was used to validate mRNA sequencing data. A custom code set was generated to probe transcript levels of housekeeping genes, the levels of which did not change as a function of diet or age, and differentially expressed targets. 100 ng of total RNA was hybridized to capture-reporter probe sets and immobilized on NanoString cartridges, according to manufacturer specifications. Following excess RNA and probe removal, digital barcodes were counted and processed with NanoString nCounter analysis software for quality control and normalization. Counts were normalized to positive controls and the housekeeping genes as recommended by NanoString. Two-tailed t-tests were used to determine expression differences amongst conditions. Log transformed fold change values for mRNA sequencing and NanoString values were compared using Pearson product-moment correlation coefficient.

## Results

### Long-term CR stably reduces body weight

Mice subjected to CR feeding typically undergo significant body weight reductions upon initial diet introduction and then stabilize to relatively constant levels, which are lower than their AL-fed counterparts [28]. At the onset of our study, body weights were not significantly different for 2.5 month old wild-type mice either randomized to AL or 30% CR cohorts. The average body weight of mice fed the continuous 30% CR diet decreased by approximately 12% (p<0.001) in the first 2 weeks of CR feeding. Thereafter, body weights of CR mice stabilized and remained constant throughout the remaining 2.5 or 12.5 months of diet administration (Fig 1).

**Fig 1:**
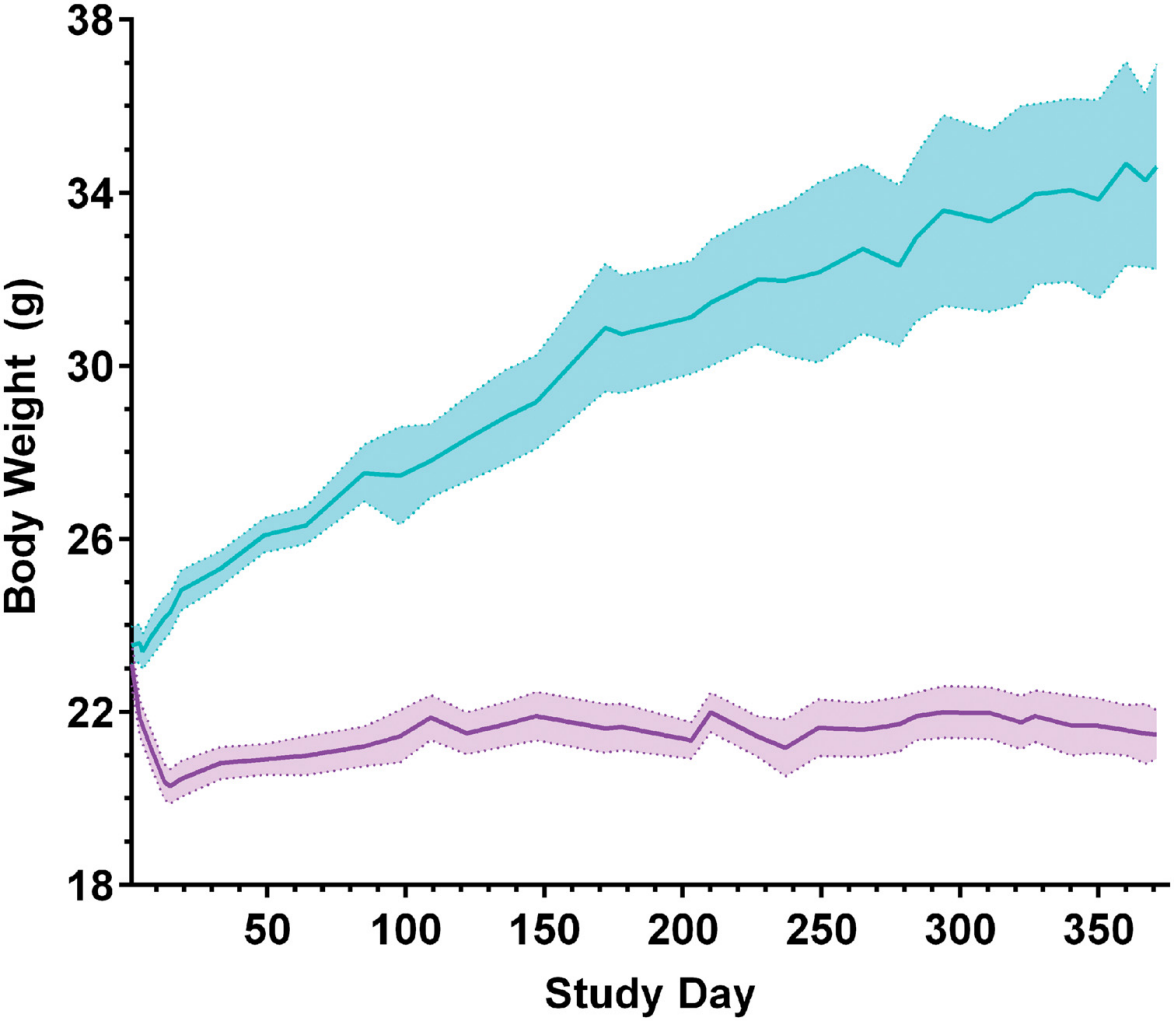
Average body weight following sustained 30% CR or AL feeding. Beginning at approximately 2.5 months of age, wild-type female mice were maintained on 30% CR (purple) or AL (blue) diets and were sacrificed following 2.5 or 12.5 months of diet administration. Body weight was measured approximately twice weekly. Within the first 2 weeks of AL and CR feeding, mice maintained on the 30% CR diet lost an average of 12% of their body weight (t-test, p<0.001), which stabilized for the remainder of the study. For study days 1–85, n = 12–18, and for study days 85–365, n = 6–14, reflecting sacrifice of the first group of mice at 5 months of age; mean +/- SEM.

### CR-activated gene signatures predict opposition of aging programs

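Each of 22 female mice contributed 1 library of hippocampal CA1 mRNA, with 5 mice per diet at 5 months and 6 mice per diet at 15 months. AL-fed mice ate without restriction, and CR mice received a diet reduced in carbohydrates. The values analyzed here are the authors' deposited FPKM, normalized expression levels of 23361 genes in 1 column per mouse. The authors aligned the reads to mm10 with TopHat, removed likely PCR duplicates with Picard and estimated FPKM with the Cufflinks package, correcting for fragment bias and for reads that map to several places. The paper's text does not name the gene annotation release. From there, log2(FPKM + 0.1) was computed for the 16978 genes with a mean FPKM of at least 0.1 over all libraries. The 4 groups were fitted together with limma, whose moderated test is two-sided. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called differentially expressed here, whereas the paper's own calls came from Cuffdiff. A log2 fold change is the fitted difference between the group means of log2(FPKM + 0.1), and its error is the standard error (SE) of that fit. Single genes were also compared by an exact two-sided permutation test of the same group means. Median FPKM per library ranged from 2.51 to 3.10, and 18281 to 19175 genes had an FPKM above 0. MicroRNA and small nucleolar RNA genes held between 44.0% and 67.7% of a library's summed FPKM. Across genes, which are not independent replicates, the correlation of log2 levels between any 2 libraries ranged from 0.889 to 0.945. Read counts per library were not used here, so the depth behind each FPKM value is unknown.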

Using RNA isolated from hippocampal CA1 microdissections from younger-adult (5 months, 2.5 months of feeding) and older-adult (15 months, 12.5 months of feeding) wild-type mice maintained on 30% CR or AL diets, we performed 50 nucleotide paired-end total mRNA sequencing, yielding an average of 73.6 million paired reads per sample. 

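Within-group variability was computed over 13839 genes with a mean FPKM of at least 1. The median squared coefficient of variation of FPKM was 0.00921 in AL mice and 0.0113 in CR mice at 5 months (n = 5 each). At 15 months it was 0.0150 in AL mice and 0.0259 in CR mice (n = 6 each). For a test across libraries, each library was compared with the mean of the other libraries of its group, and the median absolute deviation of log2(FPKM + 0.1) over genes was scaled for group size. This deviation averaged 0.104 ± 0.0157 (SD, n = 5) in AL mice and 0.115 ± 0.0118 (SD, n = 5) in CR mice at 5 months. It averaged 0.134 ± 0.0209 (SD, n = 6) and 0.169 ± 0.0234 (SD, n = 6), respectively, at 15 months. The ranges of the AL groups overlapped, from 0.0879 to 0.128 at 5 months and from 0.1000 to 0.165 at 15 months, whereas every CR library at 15 months was above every CR library at 5 months. Averaged over both diets, the deviation was 0.0422 higher at 15 months (two-sided permutation test of age within diet over all 213444 relabelings of these deviations, p = 0.000136). The deviations were not recomputed for each relabeling, and those of a group depend on the same libraries, so the p is approximate. A pseudocount of 1 lowered the difference between the ages to 0.0373, and leaving out CR 15 months replicate 2 lowered it to 0.0365.

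**Figure D1:**
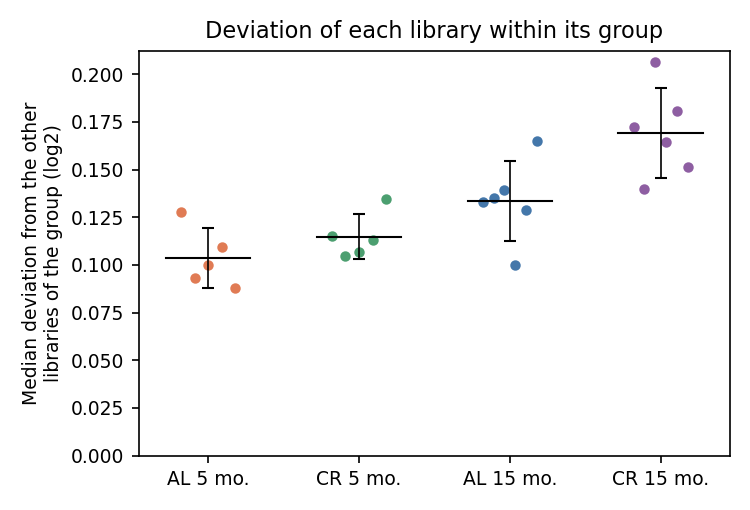
Median absolute deviation of each library from the other libraries of its group, in log2(FPKM + 0.1), by diet and age. Each point is a library, and the bars give the mean and SD of each group; the CR libraries at 15 months lie between 0.140 and 0.206.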

We observed marginally larger coefficient of variation values within the 15 month condition groups, reflective of greater variability in aged samples (Fig 2).

**Fig 2:**
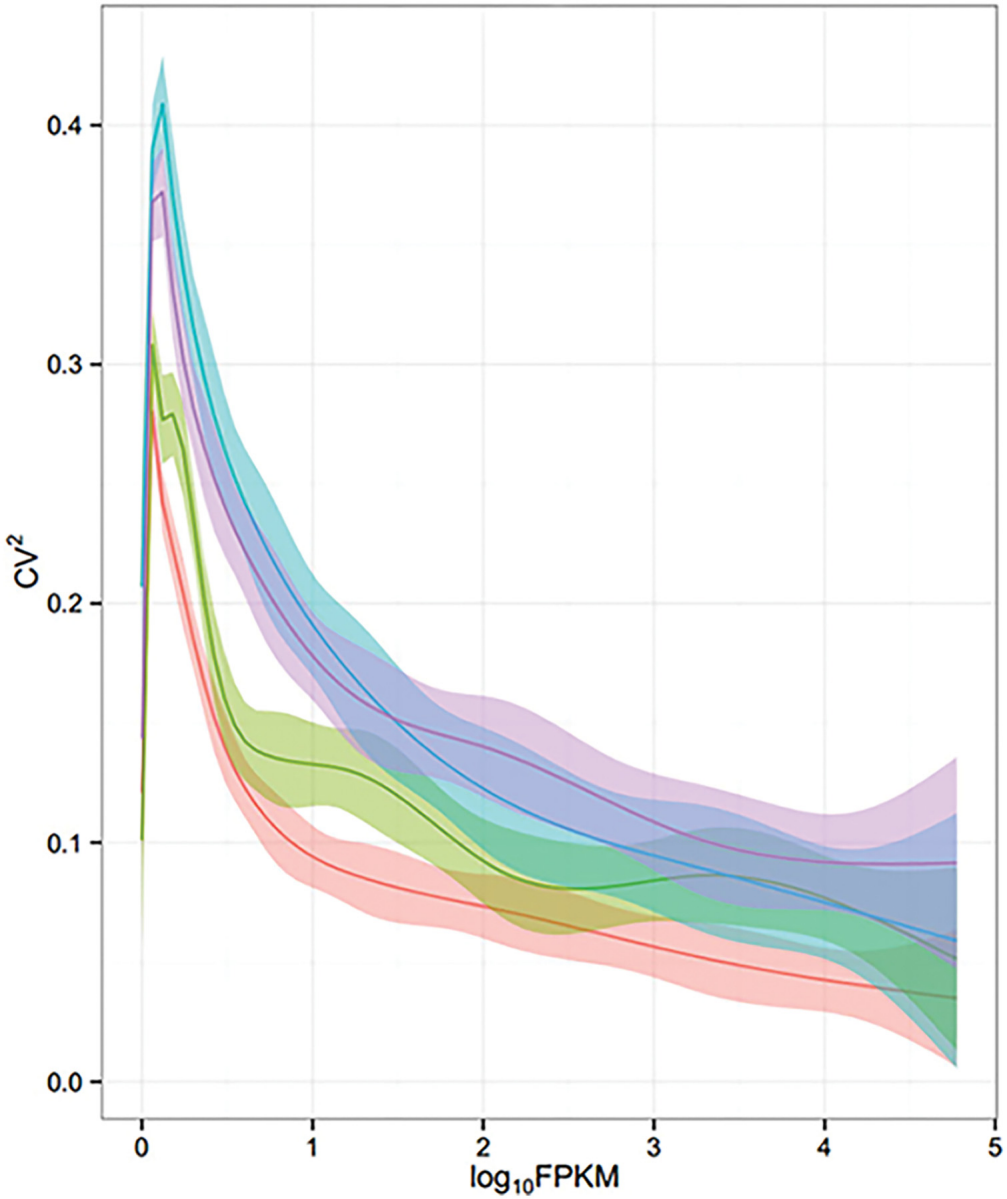
Biological variance within mRNA sequencing condition groups. The squared coefficient of variation (CV^2^) was plotted against Fragments Per Kilobase of exon per Million fragments mapped (log_10_FPKM), representing the total distribution of mRNA sequence reads for each condition group, which are depicted as follows, 5 months AL (coral), 5 months CR (green), 15 months AL (blue), and 15 months CR (purple).

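Of the 16978 genes tested, 3502 were differentially expressed between AL-fed mice at 15 and 5 months, 1809 of them higher and 1693 lower at 15 months. This balance depended on scaling, with 1441 higher and 2286 lower when libraries were shifted to a common median and 1509 higher and 1845 lower with quantile normalization. At an unadjusted p under 0.05 there were 5972 genes, where chance alone gives 849. As log2 ratios of mean FPKM, these changes ranged from -5.34 for Otx2os1 to 6.98 for Alox12e, without 10 genes listed at 0 in a group. In 2384 genes (14.0% of those tested, where chance gives 0.433%), the libraries of the 2 ages did not overlap. Among differentially expressed genes without overlap and with a mean FPKM of at least 1 in either group, Alox12e (log2 fold change 4.31) and Igfn1 (3.80) were among those that rose most. Lefty1 (-4.27), Ttr (-4.15) and Spink8 (-3.81) fell most. Spink8, on chromosome 9 from 109812280 to 109826633 (GRCm38, GENCODE annotation), had 68.0 ± 26.5 FPKM (SD, n = 5) at 5 months and 6.21 ± 5.29 FPKM (SD, n = 6) at 15 months, with a limma adjusted p of 0.000749 (SE 0.65). The exact permutation p of Spink8 was 0.00216, the smallest that 5 mice against 6 allow. When each library of the 2 AL groups was left out in turn, 2382 to 3438 genes were differentially expressed; leaving out a CR library, which enters the same fit, gave 3355 to 3919. The setting that moved the count most was a covariate, here called the region score, which is the score of a neocortex and subiculum marker list minus that of a CA1 pyramidal neuron list. The region score rose with age in AL mice, and with it in the model 0 genes passed the threshold and 2160 had an unadjusted p under 0.05. Spink8 is itself in the CA1 list, so its fall is part of that rise. With the score in the model its log2 fold change was -0.67 (limma adjusted p = 0.613).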

Comparison of CA1 expression profiles from 15 month old mice to those of 5 month old mice maintained on the control AL diet identified 2,610 differentially regulated transcripts within a log2 fold change range of -4.98 to 6.98 (p<0.01, q<0.05) with 1,454 upregulated and 1,156 downregulated genes (Fig 3 and S1 Table), representing the normal aging transcriptional signature in middle-aged adulthood. Within 15 month old mice maintained on CR vs. AL diets, we identified 535 upregulated and 565 downregulated genes for a total of 1,100 differentially regulated transcripts over a log2 fold change range of -3.89 to 3.46 (p<0.01, q<0.05) (Fig 3 and S2 Table).

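In the same fit, 126 genes were differentially expressed between CR and AL mice at 15 months, 56 higher and 70 lower under CR, and 2902 genes had an unadjusted p under 0.05. Which direction prevailed depended on scaling, with 87 higher and 51 lower when libraries were shifted to a common median and 52 higher and 25 lower with quantile normalization. As log2 ratios of mean FPKM, the changes ranged from -2.93 for Nxf7 to 1.40 for Hist1h2be, without 3 genes listed at 0 in a group. The libraries of the 2 diets did not overlap in 167 genes (0.984%, where chance gives 0.216%). Among differentially expressed genes without overlap and with a mean FPKM of at least 1 in either group, Hist2h3c1 (log2 fold change 1.25), Hspa1b (1.10) and Depdc7 (1.01) rose most under CR. Capn6 (-1.21), Prrt4 (-0.91) and Gja4 (-0.79) fell most. Hist2h3c1, a histone gene on chromosome 3 from 96246685 to 96248509, had 1.78 ± 0.513 FPKM (SD, n = 6) in AL mice and 4.31 ± 0.830 FPKM (SD, n = 6) in CR mice (SE 0.17, limma adjusted p = 0.00263). Gja4, on chromosome 4 from 127311421 to 127314039, fell from 1.60 ± 0.261 to 0.884 ± 0.138 FPKM (SD, n = 6 each; SE 0.14, adjusted p = 0.0198). Without AL replicate 0 or AL replicate 4, the adjusted p of Gja4 was 0.0525 or 0.0509, within a range of 0.0126 to 0.110 over its alternatives. Across the 12 fits that each left out 1 library of the 2 groups, Hist2h3c1 was called in all, Gja4 in 10, Depdc7 and Capn6 in 4 and Prrt4 in 2; without CR replicate 3, for example, Depdc7 (1.03), Capn6 (-1.07) and Prrt4 (-0.78) did not pass. The number of genes depended on single libraries. Leaving out CR replicate 0 gave 732 genes and leaving out CR replicate 5 gave 492. Leaving out AL replicate 0, AL replicate 4 or CR replicate 3 gave 15, and leaving out any other library of the 2 groups gave between 26 and 73. With the score of neocortex against CA1 markers as a covariate, 6 genes passed the threshold, Hist2h3c1 among them. A separate fit of the 2 groups called 0 genes, with a limma adjusted p of 0.0781 for Hist2h3c1. Of 100 splits of the libraries of the 2 groups, the real one included, 6 gave at least 126 genes, so the count is not rare among splits.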

**Fig 3:**
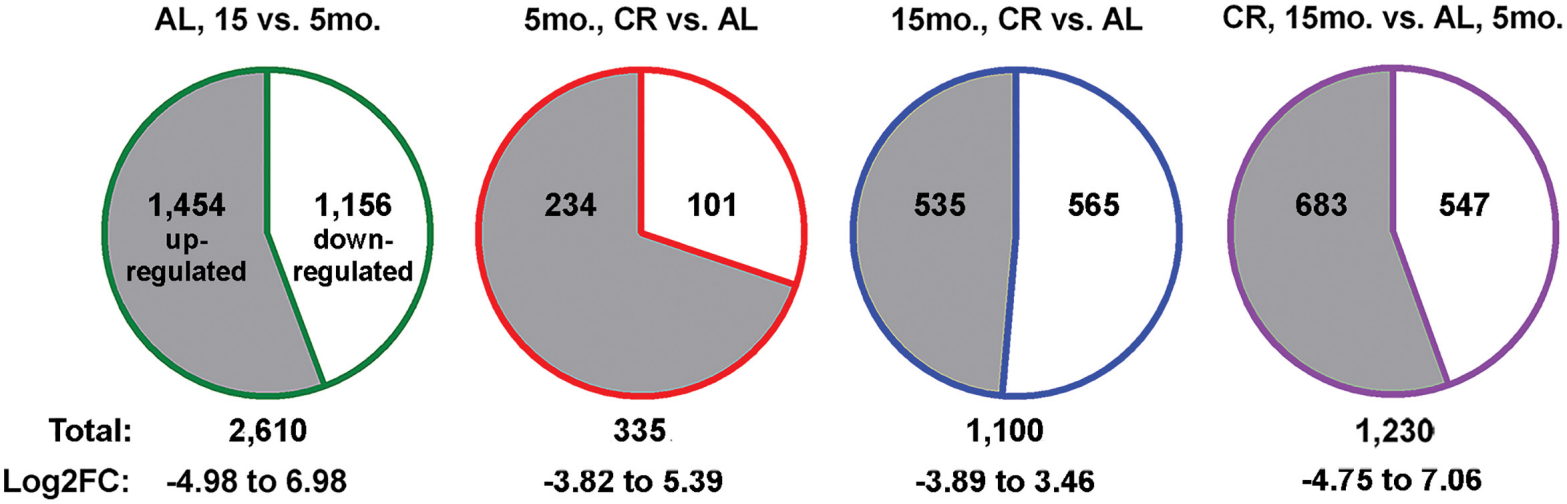
Differential gene expression via mRNA sequence analysis pairwise comparisons. The total number of differentially expressed transcripts identified by total mRNA sequencing within each pairwise comparison are indicated, along with the log_2_ fold change (Log2FC) range and the number of upregulated (gray) and downregulated (white) targets (p<0.01, q<0.05).

Functional annotation comparisons of our total ‘normal aging’ (AL, 15 vs. 5 month; 2,610 genes) and ‘CR in aged CA1’ (15 month, CR vs. AL; 1,100 genes) datasets predicted that growth functions, including growth of axons and neurites, would be age-related and reduced by CR. Inactivation of long-term depression (LTD) was predicted in normal aging, which was opposed by CR. In the 15 month CR vs. AL dataset, CR was expected to enhance synaptic plasticity functions, including synaptic transmission and neurite formation, as well as neuron and monoamine quantity, and these CR-activation predictions were antithetical in the normal aging dataset (Fig 4A and S3 Table). 

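S3 Table lists genes behind these predictions, 98 in all, of which 96 were tested. In AL mice 57 of the 96 genes were differentially expressed between 15 and 5 months, or 71 when adjusted over the list alone. Between CR and AL mice at 15 months the number was 0, or 22 when adjusted over the list alone, and 43 genes had an unadjusted p under 0.05. The study chose these genes on the same libraries, so the counts over the list are not independent evidence. In the long-term depression list, 8 of 12 genes were differentially expressed with age, and all 12 changed in the opposite direction under CR at 15 months. The 13 genes of the synaptic transmission list included 11 that differed with age, and the CR change was opposite in all 13. For growth of axons, 19 of 28 genes differed with age and 26 changed in the opposite direction under CR.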

Within targets significantly altered by CR at the 15 month timepoint, we observed significant upregulation of neurotrophic factors, Bdnf and Ntf3 (S2 and S3 Tables), CR-responsive targets [11] implicated in hippocampal synaptic transmission and plasticity [29].

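Bdnf, on chromosome 2 from 109674700 to 109727007, had 9.94 ± 1.40 FPKM (SD, n = 6) in AL mice and 13.8 ± 3.88 FPKM (SD, n = 6) in CR mice at 15 months. Its log2 fold change was 0.42 (SE 0.19, limma adjusted p = 0.257), and the exact permutation test gave p = 0.0649. Ntf3, on chromosome 6 from 126101412 to 126166910, had 3.38 ± 1.32 FPKM (SD, n = 6) in AL mice and 6.86 ± 4.67 FPKM (SD, n = 6) in CR mice. The change was 0.81 on the log2 scale (SE 0.41, adjusted p = 0.317; exact permutation p = 0.123). FPKM were above the AL median in 5 of 6 CR libraries for Bdnf and in 4 of 6 for Ntf3. The log2 fold changes stayed between 0.34 and 0.57 for Bdnf and between 0.54 and 1.04 for Ntf3 when each library of the 2 groups was left out in turn. In AL mice from 5 to 15 months the log2 fold change was -0.30 for Bdnf (adjusted p = 0.283) and -0.44 for Ntf3 (adjusted p = 0.486). The direction of the Bdnf change with age was not stable, since the region score as a covariate gave 0.03 (adjusted p = 0.983, range over alternatives 0.158 to 0.983).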

**Fig 4:**
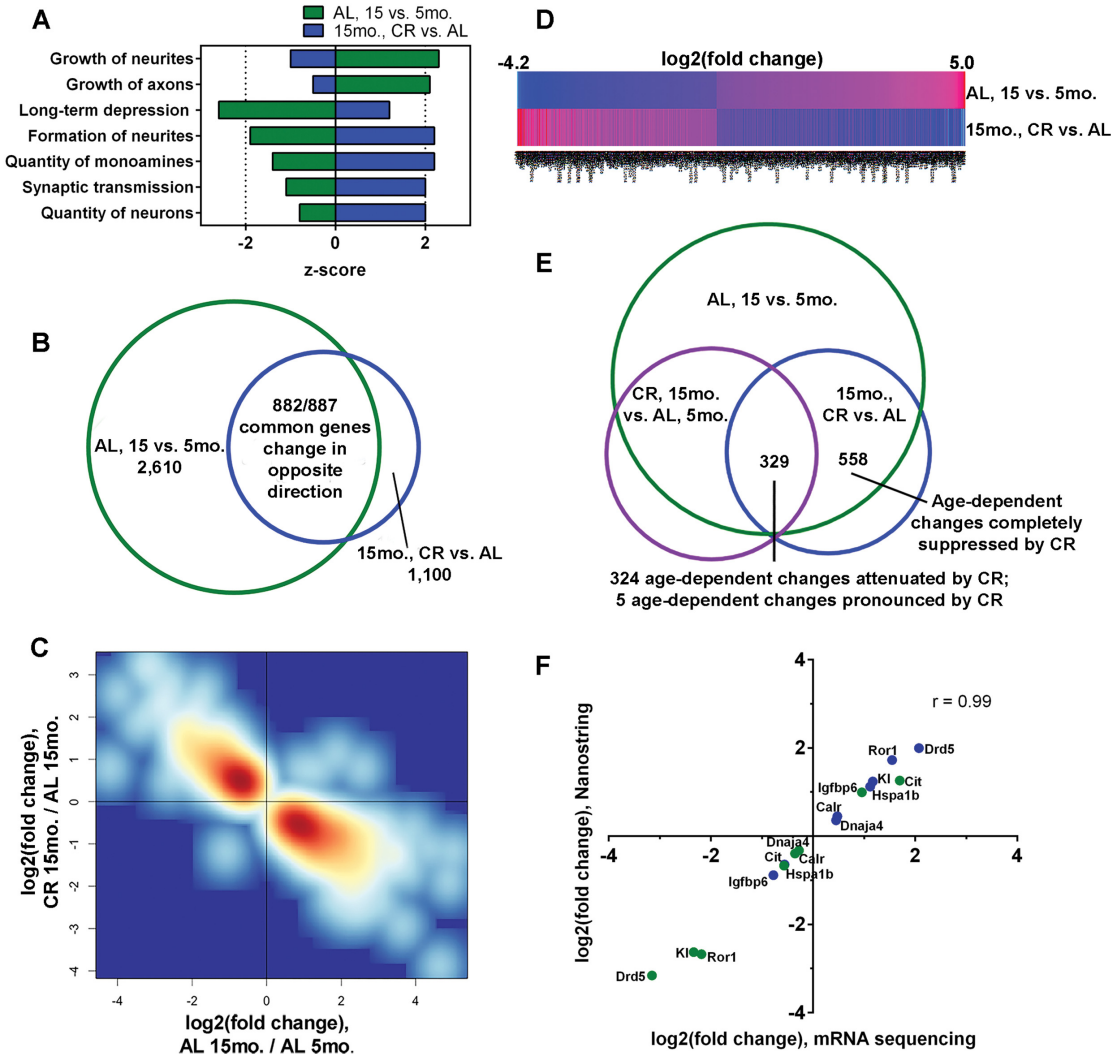
Long-term CR opposes age-dependent cellular functions and reverses age-dependent gene expression in the hippocampal CA1 sector. (A) Comparative IPA was used to predict opposing functions activated (z-score ≥ 2) or inactivated (z-score ≥ -2) within the AL, 15 vs. 5 month and 15 month, CR vs. AL datasets. (B) 882 of the 887 gene changes common to the normal aging (AL, 15 vs. 5 month) and CR diet in aged CA1 (15 month CR vs. AL) datasets occur in the opposite direction. (C) Smoothed density representation of the normal aging changes (AL 15 month/AL 5 month) versus the CR diet in aged CA1 changes (CR 15 month/AL 15 month) for the 887 genes common to both datasets, illustrating CR reversal of age-dependent changes. (D) Heatmap depiction the 882 age-dependent expression changes suppressed by CR, comparing the mean log_2_ fold change values for each gene (p<0.01, q<0.05). (E) 558 transcriptional changes identified in the AL, 15 vs. 5 month and 15 month, CR vs. AL datasets were not identified in the CR, 15 month vs. AL, 5 month dataset, indicating no significant differences in expression levels for these genes. 329 differentially expressed genes were common to all 3 profiles, and 5 of these age-dependent changes were made more pronounced by CR. For the remaining 324 genes, CR 15 month expression levels were in between AL 5 month and AL 15 month levels (p<0.01, q<0.05). (F) Correlation of log_2_ fold change levels of 8 genes assessed by mRNA sequencing (p<0.01, q<0.05) and NanoString nCounter (p<0.05); Pearson correlation value (p<0.0001) is indicated; AL, 15 vs. 5 month (green) and 15 month, CR vs. AL (blue); dopamine receptor D5 (Drd5), receptor tyrosine kinase-like orphan receptor 1 (Ror1), klotho (Kl), heat shock 70 kDa protein 1B (Hspa1b), calreticulin (Calr), DnaJ (Hsp40) homolog subfamily A member 4 (Dnaja4), insulin-like growth factor binding protein 6 (Igfbp6), citron (Cit).

### CR suppresses age-dependent expression changes for hundreds of transcripts

By conducting functional comparisons, we noted that long-term CR significantly reduced the magnitude of the normal age-dependent change for several genes, so we queried our datasets to determine the total number of differentially expressed genes in the normal aging dataset (AL, 15 vs. 5 month) that were also differentially expressed in the aged CR dataset (15 month, CR vs. AL). 

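Of the genes called differentially expressed between CR and AL mice at 15 months, 95 (75.4%) were also called between 15 and 5 months in AL mice, and 31 were called under CR alone. When each library of the 3 groups was left out in turn, the number of common genes ranged from 11 (without AL 15 months replicate 4 or CR 15 months replicate 3) to 550 (without CR 15 months replicate 0). It was 375 without CR 15 months replicate 5. With the region score as a covariate no gene was called with age, so the number of common genes was 0. At an unadjusted p under 0.01, 680 genes changed in both comparisons.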

887 of the 1,100 genes (81%) that were altered by CR in the 15 month old mice were also significantly altered by normal aging (Fig 4B). Of these 887 common genes, 99% (882 out of 887) of the age-dependent changes were reversed by CR (Fig 4B–4D and S4 Table). 

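Every gene called in both comparisons changed in opposite directions, 58 rising with age and falling under CR and 37 the reverse. This share is no test by itself, because simulated data without any group difference had a median of 100% opposite among genes with p under 0.01 in both comparisons, and of 66.5% over all genes. Of the genes called with age, 3240 (92.5%) had a CR change of opposite sign. Across all tested genes, which are not independent replicates, the correlation of the 2 log2 fold changes was -0.597. Both comparisons use the same AL libraries at 15 months, which by itself makes changes point in opposite directions. In 100 simulated data sets without any group difference, the correlation had a median of -0.493 (range -0.709 to -0.135), and 6 were as low as the observed value. The simulated sets held a median of 9 and at most 211 genes with p under 0.01 in both comparisons. To remove the shared libraries, the 6 AL libraries at 15 months were divided in all 20 ways into 3 for the age comparison and 3 for the CR comparison. Over these 20 divisions, 225 common calls were made and 216 of them (96.0%) were opposite in direction. Of the genes called with age in a division, a median of 83.6% (range 72.6% to 94.5%) had a CR change of opposite sign. The median correlation across genes fell in size to -0.274, and in 5 of the 20 divisions it was below every value from simulated data divided in the same way. The paper concludes that CR suppresses age-dependent expression changes in CA1, in part from the opposite direction of nearly all common changes. It also draws on the comparison of CR mice at 15 months with AL mice at 5 months and on NanoString counts of a subset of genes.

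**Figure D2:**
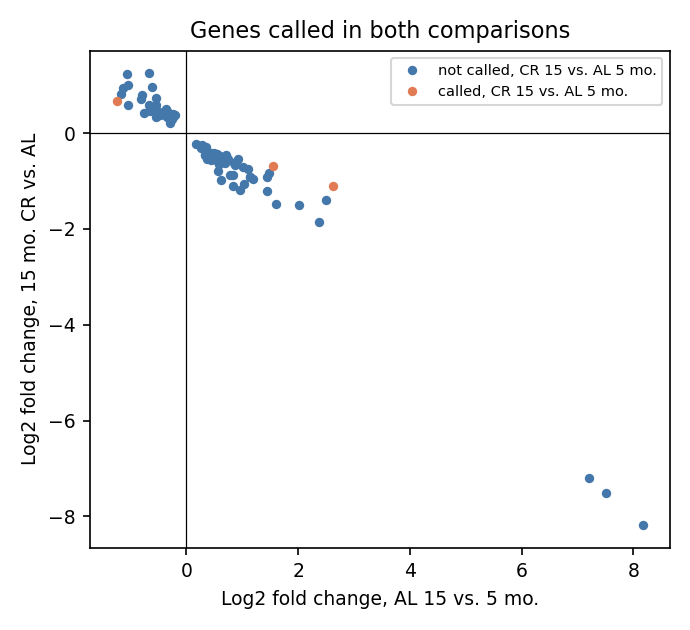
Log2 fold change with age in AL mice (x axis) against log2 fold change under CR at 15 months (y axis) for the genes called in both comparisons. Each point is a gene, 58 at the lower right and 37 at the upper left.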

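The comparison of CR mice at 15 months with AL mice at 5 months gave 529 differentially expressed genes, 235 higher and 294 lower in the CR mice, and 3275 genes at an unadjusted p under 0.05. Of the genes that changed in opposite directions with age and under CR, 92 were not called in this comparison. A gene that is not called has no detectable difference at this number of mice, and its levels were not tested for equality. Leaving out single libraries moved the former count to between 11 (without AL 15 months replicate 4 or CR 15 months replicate 3) and 538 (without CR 15 months replicate 0). The number of differentially expressed genes became 181 without AL 5 months replicate 2 and 925 without CR 15 months replicate 2.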

558 of the 882 age-dependent changes reversed by CR were not differentially expressed upon comparison of 15 month CR expression levels to 5 month AL expression levels, indicating that these 558 age-dependent changes were prevented by CR. 

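The remaining 3 common genes, Arpc5, Mei1 and Tnfrsf11a, were also called between CR mice at 15 months and AL mice at 5 months; they are named because they are few, after their values were seen. Arpc5 fell with age (log2 fold change -1.25) and was higher under CR (0.67). Mei1 and Tnfrsf11a rose with age (2.63 and 1.56) and were lower under CR (-1.10 and -0.69). Among all the common genes, the mean level of CR mice at 15 months lay between the AL means at 5 and 15 months in 54.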

15 month CR expression levels for the remaining 324 of 882 genes were in between and significantly different than both 5 month AL and 15 month AL expression levels, suggesting that CR was reducing, but not completely blocking, the age-dependent changes (Fig 4E and S4 Table). Age-dependent changes of only 5 transcripts, alanine-glyoxylate aminotransferase 2-like 1, calbindin 2, collagen type VIII alpha 2, receptor transporter protein 1, and stabilin 2, became more pronounced following CR (S5 Table), signifying minimal CR exacerbation of aging expression signatures within the hippocampal CA1 region, relative to the large cohort of aging-altered genes attenuated by CR.

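The mean FPKM of these 5 genes moved the same way with age and under CR, but none was called differentially expressed between CR and AL mice at 15 months, where Agxt2l1 alone had an unadjusted p under 0.05. Agxt2l1, on chromosome 3 from 130617448 to 130637521 and named Etnppl in the annotation, had 0.726 ± 0.518 FPKM (SD, n = 5) in AL mice at 5 months, 4.28 ± 2.28 (SD, n = 6) in AL mice at 15 months and 7.30 ± 3.79 (SD, n = 6) in CR mice at 15 months. On the log2 scale Agxt2l1 rose by 2.44 with age (SE 0.39, limma adjusted p = 0.000563) and by 0.79 under CR (SE 0.37, adjusted p = 0.286; exact permutation p = 0.0866). Calb2 had 15.4 ± 9.00 FPKM (SD, n = 5), 29.1 ± 18.5 FPKM (SD, n = 6) and 48.8 ± 67.2 FPKM (SD, n = 6) in these groups. Its log2 fold change under CR was 0.11 (SE 0.61) and became -0.45 without CR replicate 4, and 4 other libraries also turned it negative when left out. Stab2 had 0.159 ± 0.0427, 0.583 ± 0.541 and 1.27 ± 1.89 FPKM (SD, n = 5, 6 and 6). Its log2 fold change under CR was 0.28 (SE 0.63) and became -0.31 without CR replicate 3, -0.07 without CR replicate 5 and -0.0021 without AL replicate 4. Col8a2 fell with age by 0.86 (SE 0.52, adjusted p = 0.243) and under CR by 0.82 (SE 0.49, adjusted p = 0.409), with mean levels under 1 FPKM in all 3 groups. Rtp1 rose with age by 1.11 (SE 0.55, adjusted p = 0.153) and under CR by 0.59 (SE 0.52, adjusted p = 0.585).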

To investigate the biological significance of the CR-suppressed expression profile, we functionally annotated the dataset of 882 age-dependent expression changes. 

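The lists of Table 1 hold 86 genes, all of them tested. With age in AL mice 68 were differentially expressed, or 79 when adjusted over the list alone. Under CR at 15 months the number was 1, or 42 when adjusted over the list alone, with 62 genes at an unadjusted p under 0.05. The genes were chosen on these libraries for changing in both comparisons, so neither count is independent evidence. All 86 changed with age in the direction of the table and in the opposite direction under CR. With age, 17 of the 22 calcium signaling genes, 33 of the 38 axonal guidance genes and 11 of the 15 Crh signaling genes were called. Among the G-protein coupled receptor genes 20 of 26 were called, among the LTP genes 13 of 15 and among the Creb signaling genes 15 of 19.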

Top canonical pathways enriched in the CR-suppression dataset included calcium, axonal guidance, corticotrophin-releasing hormone (Crh), G-protein coupled receptor, long-term potentiation (LTP), and Creb signaling (Table 1). We demonstrate CR-dependent blunting of age-dependent downregulation of NMDA receptor subunits NR2A and NR2B (Grin2a, Grin2b) and AMPA1 receptor subunit (Gria1) mRNA levels (Table 1 and S4 Table), changes potentially underlying previously observed LTP maintenance throughout aging [30]. In contrast, mRNA levels corresponding to stress-related Crh and its cognate receptor, corticotrophin-releasing hormone receptor 1 (Crhr1), were both significantly increased in an age-related manner, and this effect was suppressed by CR.

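Gria1, on chromosome 11 from 57011387 to 57330244, had 209 ± 25.7 FPKM (SD, n = 5) in AL mice at 5 months, 86.6 ± 25.3 (SD, n = 6) in AL mice at 15 months and 144 ± 56.1 (SD, n = 6) in CR mice at 15 months. Gria1 had a log2 fold change of -1.31 with age (SE 0.22, limma adjusted p = 0.000707) and 0.69 under CR (SE 0.21, adjusted p = 0.115; exact permutation p = 0.0411). The CR change passed the threshold without CR replicate 0 (0.83) or without CR replicate 5 (0.81), with adjusted p between 0.0285 and 0.392 over the alternatives. Grin2a, on chromosome 16 from 9567898 to 9995560, had 20.2 ± 3.21 (SD, n = 5), 8.94 ± 1.41 (SD, n = 6) and 14.7 ± 7.88 FPKM (SD, n = 6). Grin2a had a log2 fold change of -1.17 with age (SE 0.28, adjusted p = 0.00579) and 0.53 under CR (SE 0.26, adjusted p = 0.302), with 4 of 6 CR libraries above the AL median. Grin2b, on chromosome 6 from 135713233 to 136173511, had 8.62 ± 2.20 (SD, n = 5), 4.59 ± 0.443 (SD, n = 6) and 6.20 ± 2.40 FPKM (SD, n = 6). Grin2b had a log2 fold change of -0.87 with age (SE 0.26, adjusted p = 0.0214) and 0.31 under CR (SE 0.24, adjusted p = 0.537). Without AL 5 months replicate 2 the decrease of Grin2b with age was -0.73 and its adjusted p 0.0706, and over all alternatives the adjusted p ranged from 0.00185 to 0.695. With the region score as a covariate, none of these genes passed with age. The log2 fold changes with age were then -0.38 for Gria1, -0.34 for Grin2a and -0.42 for Grin2b (limma adjusted p = 0.515, 0.746 and 0.695).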

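Crh, on chromosome 3 from 19693401 to 19695396, had 1.62 ± 0.184 FPKM (SD, n = 5) in AL mice at 5 months and 4.11 ± 1.42 (SD, n = 6) at 15 months, and 2.16 ± 1.04 (SD, n = 6) in CR mice at 15 months. Crh had a log2 fold change of 1.24 with age (SE 0.32, limma adjusted p = 0.00990) and -0.98 under CR (SE 0.30, adjusted p = 0.118; exact permutation p = 0.0238). Crhr1, on chromosome 11 from 104132855 to 104175523, had 6.36 ± 1.11 (SD, n = 5), 14.5 ± 4.10 (SD, n = 6) and 8.74 ± 1.18 FPKM (SD, n = 6). Crhr1 had a log2 fold change of 1.14 with age (SE 0.17, adjusted p = 0.000385) and -0.68 under CR (SE 0.16, adjusted p = 0.0515; exact permutation p = 0.00866). For both genes all 6 CR libraries were below the AL median at 15 months. The CR change of Crh passed the threshold without CR replicate 0 (-1.13, adjusted p = 0.0424, range over alternatives 0.0424 to 0.402). That of Crhr1 did so with a pseudocount of 1 (-0.63) and without AL replicate 2 (-0.83), CR replicate 0 (-0.73) or CR replicate 5 (-0.73), with adjusted p between 0.0100 and 0.219 over the alternatives. With the region score as a covariate, the log2 fold change with age was 0.45 for Crh and 0.73 for Crhr1, and neither passed (limma adjusted p = 0.719 and 0.233).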

**Table 1:** Canonical pathways functionally associated with CR-suppressed expression signature in older-adult hippocampal CA1. (p<0.01, q<0.05).

Canonical pathway	p-value	Altered genes / Known related genes	Upregulated by CR (Downregulated in normal aging)	Downregulated by CR (Upregulated in normal aging)
Calcium signaling	7.35E-06	22/140 (16%)	Atp2b1, Camk2b, Camkk1, Chrna5, Gria1, Grin2a, Grin2b, Ppp3ca, Ryr3, Trpc4	Atp2b4, Camk1, Camk2d, Camk4, Chrna4, Chrna6, Chrnb3, Gria4, Itpr3, Mef2c, Slc8a3, Trpc3
Axonal guidance signaling	4.93E-05	38/352 (11%)	Actr2, Actr3, Arpc2, Arpc5, Epha4, Epha6, Epha7, Git1, Gnaq, Gng10, Gng7, Nrp1, Ppp3ca, Prkce, Prkcg, Sema3e, Sema5a, Slit1, Slit3, Wnt2	Bmp7, Ecel1, Efna5, Epha8, Gnb4, L1cam, Ngef, Pak7, Plcb4, Plxna3, Plxnd1, Rnd1, Sema3a, Sema3f, Sema4a, Unc5d, Wnt10a, Wnt6
Corticotropin releasing hormone signaling	2.19E-04	15/96 (16%)	Arpc5, Elk1, Gnaq, Npr1, Prkce, Prkcg	Adcy8, Camk4, Crh, Crhr1, Fos, Gucy1a3, Itpr3, Mapk11, Mef2c
Synaptic long term potentiation	3.47E-04	15/100 (15%)	Camk2b, Gnaq, Gria1, Grin2a, Grin2b, Grm1, Ppp3ca, Prkce, Prkcg	Adcy8, Camk2d, Camk4, Gria4, Itpr3, Plcb4
Creb signaling in neurons	5.12E-04	19/149 (13%)	Camk2b, Elk1, Gnaq, Gng10, Gng7, Gria1, Grin2a, Grin2b, Grm1, Prkce, Prkcg	Adcy8, Camk2d, Camk4, Gnb4, Gria4, Grik3, Itpr3, Plcb4
G-protein coupled receptor signaling	3.23E-04	26/228 (11%)	Drd5, Dusp6, Gnaq, Grm1, Htr1a, Htr4, Mc4r, Prkce, Prkcg, Ptk2b, Rasgrp1, Rgs14	Adcy8, Adra1b, Adrb3, Camk2d, Camk4, Crhr1, Dusp1, Hrh1, Htr2c, Htr7, Oprk1, Pde4d, Plcb4, Ptgdr

To validate the CR-suppressed aging gene expression signature we employed NanoString nCounter analysis, a methodology that enables multiplex digital counting of individual transcripts [31]. Nanostring nCounter profiling confirmed CR- and age-dependent expression changes for a subset of differentially expressed targets (Fig 4F). Specifically, we observed CR-dependent upregulation of dopamine receptor D5 (Drd5), receptor tyrosine kinase-like orphan receptor 1 (Ror1), klotho (Kl), heat shock 70 kDa protein 1B (Hspa1b), calreticulin (Calr), and DnaJ (Hsp40) homolog subfamily A member 4 (Dnaja4) in the hippocampal CA1 region of 15 month old mice, compared to AL feeding, and these targets were all significantly downregulated during normal aging in AL-fed mice. Conversely, we observed CR-dependent downregulation of insulin-like growth factor binding protein 6 (Igfbp6) and citron (Cit) in the hippocampal CA1 region of 15 month old mice, compared to AL feeding, and these targets were all significantly upregulated in normal aging in AL-fed mice. The log2 fold change values for mRNA sequencing and NanoString nCounter data were strongly correlated (r = 0.99), suggesting high quantitative precision within the total mRNA sequencing dataset (Fig 4F).

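The NanoString counts were not analyzed here, and the values that follow come from the FPKM of the same 8 genes. All 8 changed with age and under CR in opposite directions. Drd5, on chromosome 5 from 38319367 to 38322518, had 10.9 ± 1.73 FPKM (SD, n = 5) in AL mice at 5 months, 1.22 ± 0.874 (SD, n = 6) in AL mice at 15 months and 5.15 ± 3.55 (SD, n = 6) in CR mice at 15 months. Drd5 had a log2 fold change of -3.27 with age (SE 0.52, limma adjusted p = 0.000501) and 1.76 under CR (SE 0.49, adjusted p = 0.0897), or 2.29 without CR replicate 0, where it passed the threshold. Cit, on chromosome 5 from 115845278 to 116008947, had 4.92 ± 0.699 (SD, n = 5), 15.9 ± 1.67 (SD, n = 6) and 10.8 ± 5.28 FPKM (SD, n = 6). Cit had a log2 fold change of 1.68 with age (SE 0.27, adjusted p = 0.000494) and -0.71 under CR (SE 0.25, adjusted p = 0.170). Dnaja4, on chromosome 9 from 54698873 to 54716315, was called in both comparisons, with log2 fold changes of -0.35 (SE 0.095, adjusted p = 0.0126) and 0.46 (SE 0.090, adjusted p = 0.0285). It remained called under CR in 6 of the 12 fits that left out a library of the 2 diet groups, and with CR replicate 3 left out its log2 fold change was 0.39. Under CR, Ror1 rose by 1.12 (adjusted p = 0.135) and Igfbp6 fell by 0.85 (adjusted p = 0.118). Ror1 passed the threshold without CR replicate 0 (1.31), and Igfbp6 did so without CR replicate 5 (-0.99). With age Igfbp6 rose by 0.92 (adjusted p = 0.0240), and without AL 5 months replicate 1, AL 15 months replicate 0 or AL 15 months replicate 4 it no longer passed (0.82, 0.83 and 0.82; adjusted p between 0.0103 and 0.343 over the alternatives). With the region score as a covariate, the log2 fold changes with age were -1.34 for Drd5, 1.01 for Cit and -0.06 for Dnaja4, and none of them passed (limma adjusted p = 0.379, 0.280 and 0.873).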

### Conserved neuroprotective signatures are activated within dynamically shifting aging-related CR transcriptional responses

Regarding the total number of transcripts altered within each mRNA sequencing dataset, aging more strongly influenced gene expression, relative to diet (Fig 3). Hence, we posited that CR would affect transcriptional profiles differently in younger-aged and older-aged mice, but conserved CR-signatures would be identifiable. 

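By the number of genes with a low unadjusted p, the age comparison in AL mice came first, the diet comparison at 15 months second and the diet comparison at 5 months last. The difference between the CR effects at the 2 ages was tested directly as an age by diet interaction. No gene passed the threshold (smallest adjusted p 0.537 from limma), and 1301 had an unadjusted p under 0.05.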

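Between CR and AL mice at 5 months, 0 of the tested genes passed an adjusted p under 0.05. At an unadjusted p under 0.05 there were 789 genes, 423 higher and 366 lower under CR, fewer than the 849 that evenly spread p-values would give, although other splits of the same libraries gave a median of 406. This fit shares its error over all groups, and libraries varied less within groups at 5 months. A separate fit of the 2 diet groups gave 1469 genes at an unadjusted p under 0.05, above the 849, and also called 0. The smallest limma adjusted p was 0.240. That value was shared by Agxt2l1 and at least another gene of higher unadjusted p. Agxt2l1 had 3.59 ± 1.53 FPKM (SD, n = 5) in CR mice, a log2 fold change of 2.27 (SE 0.41, exact permutation p = 0.00794). Without AL 5 months replicate 4, Agxt2l1 passed the threshold (2.58, adjusted p = 0.0455, range over alternatives 0.0455 to 0.879). The libraries of the 2 diets did not overlap in 231 genes (1.36%, where chance gives 0.794%). In simulated data with 5 mice against 5, 173 of 200 genes altered by 2-fold or more (86.5%) were recovered, with 78 of 100 at 2-fold. Groups of this size can therefore yield calls for changes that large. Smaller changes were not simulated, so the simulation cannot tell whether they would be called. S6 Table holds all 335 genes of the paper, and 333 of them were tested. Their mean change had the paper's direction in 332, and 114 had an unadjusted p under 0.05.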

Upon assessment of 5 month old mice maintained on the CR vs. AL diets, we identified 335 differentially expressed genes, of which, 234 transcripts were upregulated and 101 transcripts were downregulated within a log2 fold change range of -3.81 to 5.39 (p<0.01, q<0.05) (Fig 3 and S6 Table). 

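No gene was called between CR and AL mice at both ages, since 0 were called at 5 months. At an unadjusted p under 0.05, 203 genes differed between the diets at both ages.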

We compared these 335 differentially expressed genes to the 1,100 expression changes identified in 15 month old mice maintained on CR vs. AL diets and identified 102 genes altered at both ages. Only 31% (32/102) of common genes were altered in the same direction (Fig 5A), suggesting that proteins encoded by CR-responsive transcripts may serve different functional roles in the hippocampus of younger-adult and older-adult brains. 

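Of the genes with an unadjusted p under 0.05 at both ages, 179 (88.2%) changed in the same direction. The 2 comparisons share no library. Over all tested genes, 53.4% had CR changes of the same sign at 5 and 15 months, and the correlation of the changes across genes was -0.0334, where genes are not independent replicates. Of the tested genes of S6 Table, which the study chose at 5 months on these libraries, 126 (37.8%) changed in the same direction at 15 months. Among the 43 of these with an unadjusted p under 0.05 at 15 months, 24 had the same direction.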

Within conserved changes, an enrichment of transcripts implicated in proteome quality control and calcium buffering was detected, including upregulation of Hspa5 and Calr expression (Fig 5B), downregulation of which has been associated with age-dependent hippocampal dysfunction [5], as well as increased expression of Hspa1b (Fig 5B) and protein disulfide isomerase family A member 4 (Pdia4) and protein disulfide isomerase family A member 6, (Pdia6) (Fig 5C). 

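Hspa5, on chromosome 2 from 34771970 to 34777547, had 118 ± 19.6 FPKM in AL mice and 179 ± 28.8 in CR mice at 5 months (SD, n = 5 each). At 15 months it had 100.3 ± 10.9 FPKM in AL mice and 159 ± 16.9 in CR mice (SD, n = 6 each). Its log2 fold change under CR was 0.59 at 5 months (SE 0.12, limma adjusted p = 0.361; exact permutation p = 0.0159) and 0.66 at 15 months (SE 0.11, adjusted p = 0.0137; exact permutation p = 0.00216). The change at 15 months passed the threshold in all 12 fits that left out a library of the 2 groups, but not with the region score as a covariate (adjusted p = 0.0542) or in a separate fit of the 2 groups (adjusted p = 0.0781), within a range of 0.00584 to 0.0781 over its alternatives. Calr (0.44, adjusted p = 0.0418), Hspa1b (adjusted p = 0.0281), Pdia4 (0.57, adjusted p = 0.0342) and Pdia6 (0.48, adjusted p = 0.0399) were also called at 15 months, and all 6 CR libraries were above the AL median for each. With a library left out these calls were less steady, with Hspa1b called in 8 of 12 fits, Pdia4 in 5, Calr in 4 and Pdia6 in 3. Without CR replicate 3, for instance, the adjusted p was 0.0701 for Hspa1b, 0.0849 for Pdia4 and 0.110 for Calr and Pdia6, and over all alternatives it ranged from 0.0126 (Pdia4) to 0.181 (Calr). At 5 months none of the 5 genes was called, although every one was above the AL median in 5 of 5 CR libraries. Their log2 fold changes at 5 months were 0.34 for Calr (exact permutation p = 0.0238), 0.61 for Hspa1b (p = 0.0476), 0.57 for Pdia4 (p = 0.0159) and 0.43 for Pdia6 (p = 0.0238). A list of 10 further endoplasmic reticulum (ER) genes, none of them named in the paper's text, is called the ER chaperone list here. Not all of its genes are chaperones, Xbp1, Herpud1 and Sel1l being exceptions. The list rose by 0.23 on the log2 scale at 15 months (exact permutation p = 0.00216, adjusted p = 0.0649 over 45 list tests), with all 10 genes higher under CR. At 5 months the list rose by 0.20 (exact permutation p = 0.0556), again with all 10 genes higher.

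**Figure D3:**
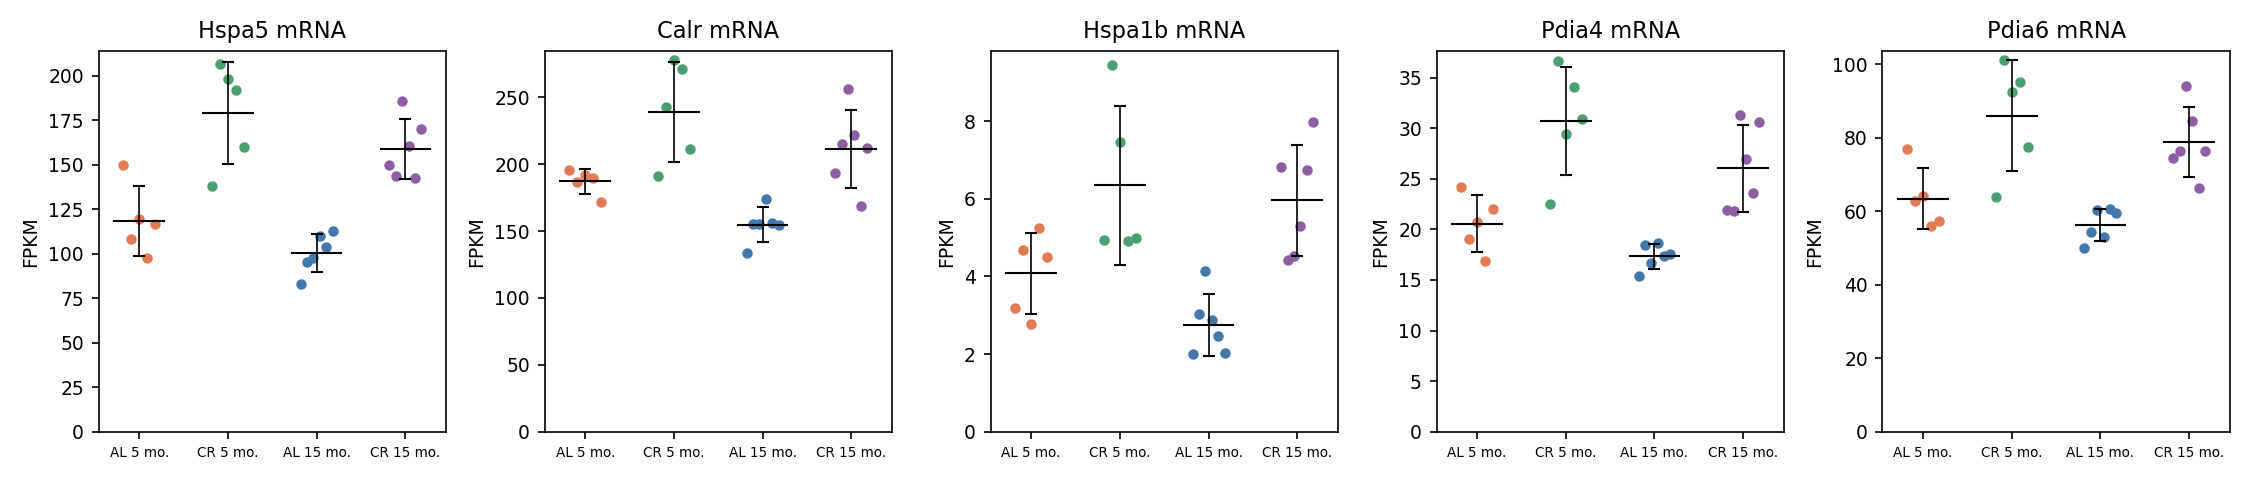
FPKM of Hspa5, Calr, Hspa1b, Pdia4 and Pdia6 by diet and age, with the axis from 0. Each point is a library, and the bars give the mean and SD of 5 mice per diet at 5 months and 6 at 15 months; the Hspa5 mean under CR is 159 FPKM at 15 months.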

At both younger-adult and older-adult timepoints, we identified CR-dependent positive regulation of cell survival and longevity factors Kl [32] and transthyretin (Ttr) [33] (Fig 3C), previously unknown to be CR-responsive genes within the hippocampus.

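Ttr, on chromosome 18 from 20665280 to 20674321, had 141 ± 116 FPKM in AL mice and 692 ± 840 in CR mice at 5 months (SD, n = 5 each). At 15 months it had 7.65 ± 5.72 FPKM in AL mice and 13.3 ± 11.1 in CR mice (SD, n = 6 each). Its log2 fold change under CR was 1.85 at 5 months (SE 0.91, limma adjusted p = 1; exact permutation p = 0.135) and 0.73 at 15 months (SE 0.83, adjusted p = 0.684; exact permutation p = 0.387). Kl, on chromosome 5 from 150952607 to 150993817, had 9.90 ± 2.89 FPKM in AL mice and 24.7 ± 30.1 in CR mice at 5 months (SD, n = 5 each). At 15 months it had 1.96 ± 0.614 FPKM in AL mice and 4.40 ± 2.81 in CR mice (SD, n = 6 each). Its log2 fold change under CR was 0.68 at 5 months (SE 0.52, adjusted p = 1; exact permutation p = 0.405) and 0.97 at 15 months (SE 0.48, adjusted p = 0.306; exact permutation p = 0.0346). At 5 months the highest CR level came from replicate 4 for both genes, with 2058 FPKM of Ttr and 77.4 FPKM of Kl. Without replicate 4, the log2 fold change at 5 months was 1.22 for Ttr and 0.11 for Kl. At 15 months, leaving out 1 library in turn gave 0.25 to 1.16 for Ttr and 0.70 to 1.21 for Kl. Within the 5 month libraries (n = 10), both genes followed a list of 16 other choroid plexus genes. Pearson's r with the list was 0.964 for Ttr (permutation p = 2e-05, adjusted 0.00016 over 8 relations; rho = 0.939, p = 0.00021) and 0.950 for Kl (permutation p = 0.00042, adjusted 0.00168; rho = 0.879, p = 0.00157). Without the 2 libraries farthest from the median of the list, r was 0.957 and 0.655, respectively. With the list as a covariate, the log2 fold change of Kl at 5 months was -0.11. At 15 months (n = 12), r with the list was 0.671 for Ttr (permutation p = 0.0168, adjusted 0.0336; rho = 0.706, p = 0.0132; 0.716 without the 2 farthest libraries). For Kl it was -0.250 (permutation p = 0.434, adjusted 0.477; rho = -0.217, p = 0.495; -0.264 without the 2 farthest libraries).

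**Figure D4:**
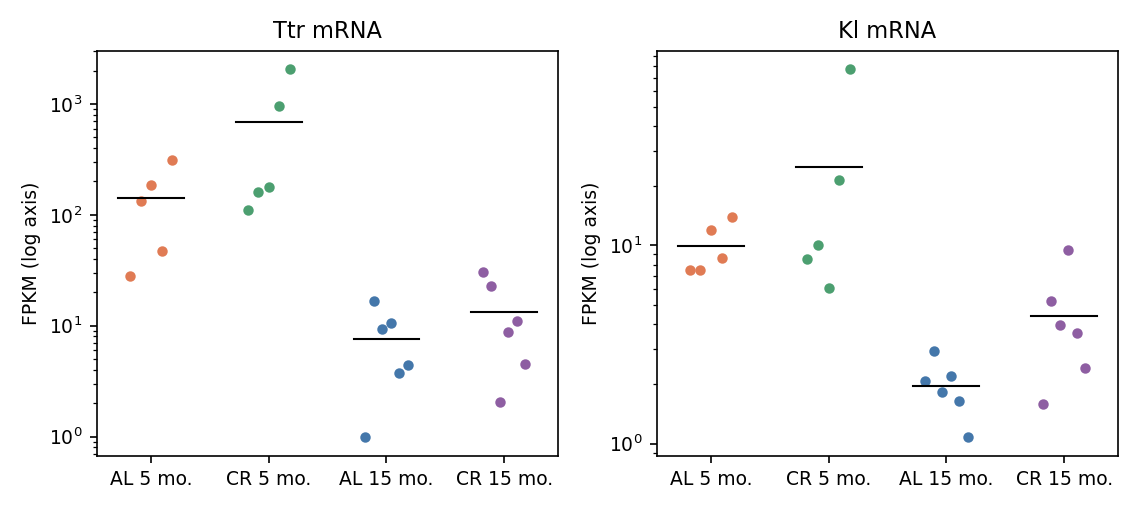
FPKM of Ttr and Kl by diet and age, on log axes. Each point is a library and each line the group mean; CR replicate 4 at 5 months is the highest point in both panels.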

**Fig 5:**
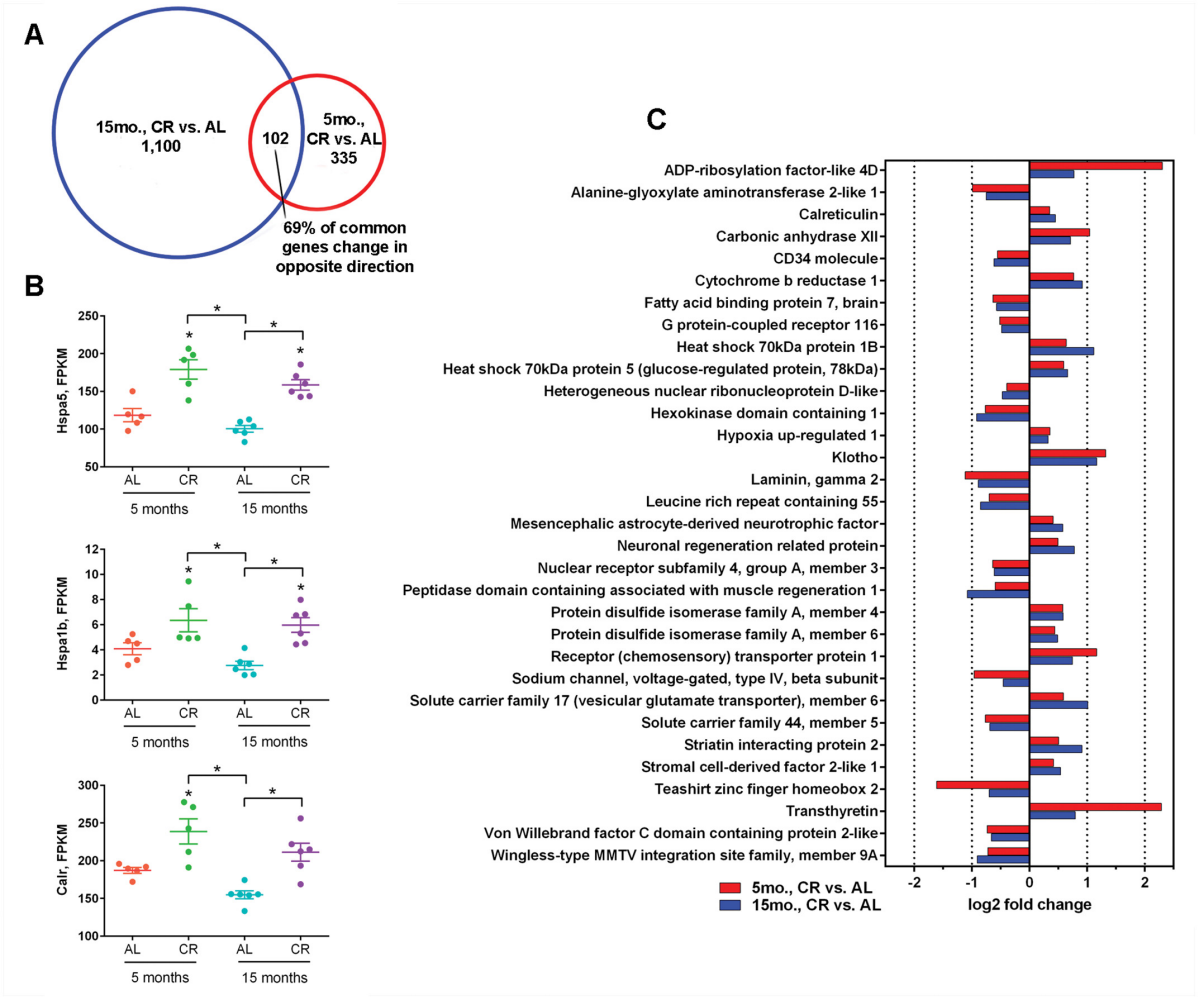
CR upregulation of neuroprotective gene signatures is conserved at 5 and 15 months, despite divergent transcriptional profiles. (A) 102 genes are common to both the 15 and 5 month CR vs. AL differential expression mRNA sequencing profiles. Of the 102 common genes, 70/102 (69%) of significant changes occur in the opposite direction. (B) Normalized age- and diet-dependent FPKM levels for select protein folding and calcium buffering genes (*p<0.01, q<0.05); heat shock 70 kDa protein 5 (Hspa5), heat shock 70 kDa protein 1B (Hspa1b), calreticulin (Calr). (C) Log_2_ fold change levels for the 32 conserved gene expression changes within 15 (blue) and 5 (red) month CR vs. AL expression profiles that occurred in the same direction are depicted (p<0.01, q<0.05).

## Discussion

Through unbiased mRNA sequence analysis and targeted NanoString nCounter validation of the CA1 hippocampal region at two distinct timepoints during the adult mouse lifespan, we demonstrate that CR dramatically suppresses age-dependent transcriptional changes. Expression levels of CR-suppressed genes, which are functionally related to intrinsic signaling properties of neurons, were often maintained at levels comparable to those identified in younger mice. In effect, our results show that CR prevents hippocampal CA1 aging at the transcriptional level for hundreds of individual genes. The comparison of CR-dependent transcriptional responses at younger-adult and older-adult timepoints provides valuable insight into the impact diet has on a hippocampal sector involved in learning and memory during a critical duration of adulthood. We posit that CR-mediated repression of age-related transcriptional changes primes the brain for delayed transition from adulthood into senescence. Since the average median wild-type mouse lifespan is approximately 20–26 months, comparison of the described changes in the context of functional assessments at later timepoints would be useful for confirming the magnitude and directionality of CR-mediated gene expression changes and their contribution to successful hippocampal aging throughout the lifespan. Analysis of gene expression changes via RNA-seq, driven by long-term CR in functionally distinct brain areas or hippocampal subregions, including the dentate gyrus, entorhinal cortex, hippocampal CA3 sector, and the subicular complex, would further enhance our understanding of the capacity of CR to suppress brain aging, but are beyond the scope of the present study. Researchers have hypothesized prevention and/or amelioration of hippocampal aging processes and underlying molecular profiles by CR, but to our knowledge, no transcriptional suppression signature of this magnitude has been identified previously.

Specific age-dependent gene expression changes suppressed by CR merit further consideration. In terms of activity-dependent glutamatergic neurotransmission, both Grin2a and Grin2b were downregulated in normal hippocampal CA1 region aging, and these changes were attenuated by CR. Genetic enhancement of Grin2b expression increases NMDA receptor-dependent synaptic plasticity and associated learning and memory functions [34], and hippocampal reductions in Grin2a and Grin2b have been observed in the AD brain, correlating with cognitive decline [35]. We also demonstrate that CR reduces age-dependent downregulation Gria1 mRNA levels, which has been shown to decrease within the hippocampal CA1 region in both in normal aging and in AD [23,36]. Activity-dependent promotion of synaptic strength leading to LTP is thought to require additional insertion of Gria1-containing AMPA receptors in the synaptic membrane, downstream of NMDA receptor activation [37]. Accordingly, we posit that mitigation of age-dependent reductions in NMDA receptor subunits Grin2a and Grin2b and Gria1-containing AMPA receptors following CR could underlie previously observed promotion of LTP throughout aging [30,38]. Furthermore, stress-related Crh and Crhr1 mRNA levels were upregulated by more than 2-fold by normal aging, and CR suppressed age-dependent expression of both of these transcripts to near 5 month old levels. Chronic increases in Crh signaling exacerbates pathology in mouse models of AD [39,40]. Accordingly, we speculate that this suppression signature may confer a protective benefit in the context of blunted stress signaling throughout aging. Our results also support observations demonstrating CR-dependent upregulation of neurotrophic factors Bdnf and Ntf3 following CR [11], further endorsing CR promotion of pro-survival signaling within aging-responsive hippocampal circuits.

Despite observing strikingly different transcriptional responses to CR in 5 and 15 month expression profiles, we identified conserved upregulation of several genes involved in chaperone mediated protein folding and endoplasmic reticulum-mediated calcium buffering, including Calr, Hspa1b, Hspa5, Pdia4, and Pdia6 [41,42]. While these encoded proteins all play essential roles in protein folding and calcium sequestration, Hspa5, also known as glucose regulated protein, 78 kDa (GRP78), is of particular interest, as it binds to the amyloid precursor protein (APP) to subsequently reduce pathological β-amyloid (Aβ) secretion [43] and reduces Aβ neurotoxicity *in vitro* [44]. Our group has also demonstrated that long-term CR reduces Aβ deposition and components of the gamma-secretase complex within the hippocampus of aged female Tg2576 mice [16]. In CR-fed 5 and 15 month old mice, therefore, conserved upregulation of genes with dual roles in proteostasis and calcium buffering, processes thought to contribute to hippocampal CA1 pathological vulnerability, suggests that these CR transcriptional changes likely bestow positive benefits, particularly regarding hippocampal AD pathology prevention.

Notably conserved within the subset of 32 CR-dependent transcriptional changes following CR feeding, we report upregulation of putative anti-aging, neuroprotective genes, Kl and Ttr, which to our knowledge, have not been shown to be CR-responsive previously within the hippocampus. Kl was originally identified as a mutated loss of function gene that accelerated systemic aging [45], and subsequent Kl overexpression demonstrated lifespan extension and reduction of age-dependent insulin resistance [46], as well as preservation of cognitive function and associated synaptic plasticity in an AD mouse model [47]. Brain Kl levels decline with age [48], and Kl-deficient mice display a hippocampal degenerative phenotype [32], although the precise neuronal Kl functions remain unclear. We show that CR endogenously increases Kl mRNA levels in the hippocampal CA1 region in both younger-adult and older-adult mice. We also report conserved increases in Ttr transcript levels at 5 and 15 months of age. Several studies of AD mouse models have suggested that the protein encoded by Ttr may promote pathology resistance by sequestering Aβ to prevent fibril formation and reduce oligomeric cytotoxicity [49,50]. Accordingly, upregulation of Ttr by CR may be a mechanism that confers neuroprotective benefits and AD-like pathology reductions [12,16].

The CR-dependent transcriptional signatures described herein are likely to afford significant benefits in models of neurodegenerative disease, especially AD, and further investigations are planned to probe whether CR activates similar presumed neuroprotective programs within such models. The majority of the human population with AD, however, do not have known mutations associated with their disease. Therefore, AD is believed to arise from gradual age-dependent dysfunction in multiple cellular processes in vulnerable brain regions such as the hippocampal CA1 region. Within this context, studying the influence of CR on brain aging in wild-type mice is an important comparator to normal human aging, relative to transgenic models.

By comparing the influence of CR on the hippocampal CA1 transcriptional profiles of younger-adult and older-adult wild-type mice through total mRNA sequencing and select NanoString nCounter validation, our results demonstrate broad suppression of age-dependent gene expression changes in numerous gene classes. Functional annotation of our mRNA sequencing datasets implicates positive regulation of neuronal processes often deregulated in vulnerable CA1 neurons throughout aging, including activity-dependent synaptic plasticity and calcium signaling. Comparisons at 5 and 15 months of age indicate that CR-dependent transcriptional signatures are highly divergent during aging, with only 32 common transcriptional changes observed. Within conserved changes, however, we identify significant upregulation of several pro-survival genes expected to confer neuroprotective utility, including an enrichment of protein folding and calcium buffering genes. Taken together, these findings provide novel insight into transcriptional signatures underlying CR intervention in hippocampal CA1 aging, while galvanizing the significance of prior investigations on the beneficial influence of CR on brain aging processes. Our findings strongly support the hypothesis that CR globally attenuates brain aging through maintenance of youthful expression signatures and activation of neuroprotective expression changes within the selectively vulnerable hippocampal CA1 region.

## Supporting Information

S1 Table Total differentially expressed genes in normal aging in the hippocampal CA1 region (AL, 15 vs. 5 months). (XLS) Click here for additional data file.

S2 Table Total differentially expressed genes as a function of diet in the aged hippocampal CA1 region (15 months, CR vs. AL). (XLS) Click here for additional data file.

S3 Table Transcriptional changes implicated in IPA predictions of CR-opposed cellular functions during normal aging. (p<0.01, q<0.05).
(DOC) Click here for additional data file.

S4 Table Signature of 882 age-dependent expression changes suppressed by CR. (XLS) Click here for additional data file.

S5 Table Age-dependent transcriptional changes exacerbated by CR. (p<0.01, q<0.05).
(DOC) Click here for additional data file.

S6 Table Total differentially expressed genes as a function of diet in the young hippocampal CA1 region (5 months, CR vs. AL). (XLS) Click here for additional data file.

# Supplementary material for: Calorie Restriction Suppresses Age-Dependent Hippocampal Transcriptional Signatures
**Source:** PLoS One. 2015 Jul 29;10(7):e0133923. doi: 10.1371/journal.pone.0133923
**Supplement:** S3 Table — (p<0.01, q<0.05).

**Supplemental Table 3.**

Transcriptional changes implicated in IPA predictions of CR-opposed cellular functions throughout aging.

| **Comparison** | **Cellular function** | **z-score** | **Upregulated genes** | **Downregulated genes** |
| --- | --- | --- | --- | --- |
| AL, 15 vs. 5mo | Growth of neurites | 2.3 | Bcl2, Cables1, Dcx, Efnb2, Fn1, Gap43, Hdgfrp3, Hgf, Igsf9, Kitlg, Kndc1, L1cam, Limk1, Lrrk2, Ngef, Ngfr, Npas4, Nrg1, Plxna3, Pparg, Ptprf, Reln, Sema3a, Sema3f, Sh2d3c, Tiam1, Wnt5a | Cnr1, Efnb3, Enpp2, Ephb3, Gfap, Gfra1, Kit, Mag, Myh9, Neu4, Nf2, Nfia, Nrp1, Nsmf, Plxna4, Prokr2, Robo1, Sema5a, Sstr3, Trpc5, Zbtb18 |
| AL, 15 vs. 5mo | Growth of axons | 2.1 | Bcl2, Dcx, Gap43, L1cam, Limk1, Lrrk2, Ngef, Ngfr, Nrg1, Plxna3, Sema3a, Sema3f, Sh2d3c, Wnt5a | Efnb3, Enpp2, Ephb3, Gfap, Gfra1, Mag, Nfia, Nrp1, Nsmf, Plxna4, Prokr2, Robo1, Sema5a, Zbtb18 |
| AL, 15 vs. 5mo | Long-term depression | -2.6 | Camk4 | Cnr1, Drd5, Gria1, Gria2, Grm1, Grm5, Itpr1, Pebp1, Prkca, Prkcg, Ryr3 |
| 15mo, CR vs. AL | Formation of neurites | 2.2 | Nfia, Nfib, Nrp1, Ppp1r9b, Snca | Cit, Dcx, L1cam, Sema3a |
| 15mo, CR vs. AL | Quantity of monoamines | 2.2 | Fth1, Gfra1, Gria1, Htr1a, Snca, Tnfrsf25 | Gap43, Htr2c, Oprk1 |
| 15mo, CR vs. AL | Synaptic transmission | 2.0 | Gria1, Grin2a, Grin2b, Htr1a, Htr4, Nr3c2, Prkcg, Shank3, Snca | Casr, Fgf12, Ntsr1, Unc13c |
| 15mo, CR vs. AL | Quantity of neurons | 2.0 | Bdnf, Crlf1, Emx2, Fgfr1, Fth1, Gal, Gfra1, Htr4, Nde1, Neurod1, Neurod2, Nrp2, Nsmf, Ntf3, Snca, Tgfa, Tgfb2, Trpa1, Zbtb18 | Cux1, Dfnb31, Dusp1, Egr2, Gfra2, L1cam, Met, Neurod4, Sema3a, Tbr1 |

(p<0.01, q<0.05)

# Supplementary material for: Calorie Restriction Suppresses Age-Dependent Hippocampal Transcriptional Signatures
**Source:** PLoS One. 2015 Jul 29;10(7):e0133923. doi: 10.1371/journal.pone.0133923
**Supplement:** S5 Table — (p<0.01, q<0.05).

Supplemental Table 5.

Age-dependent transcriptional changes exacerbated by CR.

|  | | **Normalized expression levels (FPKM)** | | |
| --- | --- | --- | --- | --- |
| **Gene ID** | **Gene Name** | **AL, 5mo.** | **AL, 15mo.** | **CR, 15mo.** |
| Agxt2l1 | Alanine-glyoxylate aminotransferase 2-like 1 | 0.73 | 4.28 | 7.30 |
| Calb2 | Calbindin 2 | 15.41 | 29.15 | 48.81 |
| Col8a2 | Collagen, type VIII, alpha 2 | 0.95 | 0.45 | 0.20 |
| Rtp1 | Receptor transporter protein 1 | 0.54 | 1.37 | 2.30 |
| Stab2 | Stabilin 2 | 0.16 | 0.58 | 1.27 |

(p<0.01, q<0.05)

How the deposited data were processed for this re-analysis (not part of the article)

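Hippocampal CA1 mRNA was sequenced from 22 female mice, 1 library per mouse, in 4 groups: AL and CR mice at 5 months (n = 5 each) and AL and CR mice at 15 months (n = 6 each). The FPKM values are used as the authors deposited them: the authors aligned the reads to mm10 with TopHat, removed likely PCR duplicates with Picard and estimated FPKM with the Cufflinks package, with its corrections for fragment bias and for reads that map to several places. The matrix holds 23361 genes, and no value column was left out. NanoString measurements were not analyzed here. Reads were not used here, and read counts could not be recovered from the FPKM values, since at most 2.98% of the genes compared in any of 3 pairs of libraries lay on a common ratio. The depth behind single values is therefore unknown, and no interval for counting error is given; the precision of each value comes from the spread between mice.

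Genes with a mean FPKM of at least 0.1 over all libraries were tested, 16978 in all, as log2(FPKM + 0.1). The 4 groups were fitted in 1 linear model with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, and eBayes with an intensity trend). The contrasts were AL mice at 15 against 5 months, CR against AL at each age, CR mice at 15 months against AL mice at 5 months, and the age by diet interaction. A gene was called at a two-sided Benjamini-Hochberg adjusted p under 0.05 within its contrast. Tables, permutation tests and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Single genes and lists were compared by exact two-sided permutation tests of group means over all ways of dividing the libraries. Gene coordinates are from GENCODE release M21 on GRCm38. The same steps were tested on simulated data with 200 genes per contrast altered by a log2 change of 1 or more in size. Of these, 174 (87.0%) were recovered for age in AL mice, 169 (84.5%) for CR at 15 months and 173 (86.5%) for CR at 5 months. The fits also called 10, 7 and 9 other genes. Smaller changes were not simulated.

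Named genes follow a rule set, like the contrasts, the tests and most of the alternatives, before the data were examined. They are the 24 genes that the paper names at its mRNA sequencing claims; for each age and diet contrast, the 3 largest increases and 3 largest decreases among called genes with a mean FPKM of at least 1 in either group and no overlap between the libraries of the 2 groups; and the genes of marker lists where a list is reported. In addition, 15 marker lists with 119 genes, 116 of them tested, were written from general knowledge of cell types: choroid plexus, CA1 pyramidal neuron, CA3 pyramidal neuron, dentate gyrus, neocortex and subiculum, thalamus, medial habenula, erythrocyte, oligodendrocyte, astrocyte, microglia, endothelium, interneuron, immediate early gene and endoplasmic reticulum (ER) chaperone. The score of a list in a library is the mean log2(FPKM + 0.1) over its genes, adjusted over 45 tests (15 lists, 3 contrasts). The region score is the neocortex and subiculum list score minus the CA1 pyramidal neuron list score. Ttr and Kl were left out of the choroid plexus list.

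The alternatives were a pseudocount of 1 or 0.01, all genes above 0 in at least 1 library, genes with a mean FPKM of at least 1 (at least 10 for variability), libraries shifted to a common median, quantile normalization, eBayes without the trend, a separate fit of the 2 groups compared, the replicate number as a block, the choroid plexus score or the region score as a covariate, an added threshold of an unadjusted p under 0.01, the AL libraries at 15 months divided into 2 sets of 3, and each library left out in turn. Chosen after seeing the data were the removal of the trend on GC content and transcript length within each library, and the omission of microRNA and small nucleolar RNA genes (782 in the matrix, 408 tested). The library numbers do not appear to pair mice, since over 21 pairs of libraries with the same number the correlation of their deviations from the group mean ranged from -0.139 to 0.163 and was above 0.1 in 1. Counts of called genes were compared with 100 splits of the same libraries, the real one included.

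S1 Table was held with 1998 of the paper's 2610 genes and S2 Table with 1098 of 1100, so no test of these lists was made; S6 Table is complete with 335 genes. The 50 log2 ratios of named genes that could be compared with the supplementary tables differed from the ratios of mean FPKM by at most 1e-05.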

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

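The values in this part came from 1 test for a distant library applied to every named gene and list, and the values without single libraries were looked up only after the result was seen. The gap between the farthest library and its neighbor was compared with the range of its group in 196 groups, of which 5 had a library far from the others. Chance gives about 9.8, so the number of such libraries is below chance, and no pattern is read from them.

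In AL mice at 5 months, replicate 2 lay above the others for Grin2a (log2 level 4.70, others 4.16 to 4.29; 25.8 FPKM) and Drd5 (3.81, others 3.32 to 3.39; 13.9 FPKM). The same library has the highest CA1 pyramidal neuron list score of its group (6.32) and the lowest region score (-3.24). Both genes fell with age in AL mice, and without this library both were still called, with a log2 fold change of -1.08 for Grin2a. That of Drd5 lay between -3.54 and -3.06 over the fits that each left out 1 library of the 2 AL groups. A dissection richer in CA1 is a candidate explanation that was not tested for this library. No biological explanation was tested, since the 5 mice of the group share age and diet.

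In CR mice at 5 months, replicate 1 lay above the others for Spink8 (log2 level 6.67, others 5.73 to 5.99; 102 FPKM). The mean of this group does not enter the age comparison in which Spink8 is reported, although its libraries enter the error of the same fit. Neither a technical nor a biological explanation was tested.

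In CR mice at 15 months, replicate 4 lay above the others on the CA3 pyramidal neuron list (3.76, others 2.06 to 2.67) and replicate 2 on the astrocyte list (6.06, others 5.48 to 5.66). Without the library in question, the change under CR at 15 months turned from 0.0625 to -0.180 for the CA3 list and from 0.0348 to -0.0428 for the astrocyte list. Neither list differed between the diets (exact permutation p = 0.924 and 0.775). More CA3 tissue in replicate 4 is a candidate explanation, which the list alone cannot separate from a change within cells.

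No difference between the CR effects at the 2 ages passed a test. Over the 24 genes the paper names, the smallest limma interaction p adjusted over the list alone (Benjamini-Hochberg) was 0.0626, with 8 genes at an unadjusted p under 0.05. Between groups, none of the 45 list comparisons passed an adjusted p of 0.05.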

How the results depend on the processing

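The alternatives that remove the trend on GC content and length or leave out small RNA genes, and the counts of shared genes, were chosen only after the result was seen. For single genes and lists outside the main comparisons, 1001 values of 100 results were computed under alternatives that keep every library: 940 had the same direction and side of the threshold, 43 no longer passed, 10 newly passed and 8 reversed. Of 1120 values with 1 library of the groups compared left out, 1010 were the same, 66 no longer passed, 12 newly passed and 32 reversed. For the 22 main comparisons, 128 of 148 values were the same with every library and 236 of 293 with 1 such library left out.

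The number of genes called with age in AL mice stayed within 1.5 times its value except with the region score as a covariate, which gave 0 (2160 at an unadjusted p under 0.05). With 1 library of the 2 AL groups left out it ran from 2382 to 3438, and with 1 CR library left out from 3355 to 3919. Under this covariate 28 of 67 gene results no longer passed, a count that pools the age and CR comparisons. For age in AL mice, the median standard error rose 1.57 times and the median size of the called changes fell from 0.570 to 0.334. Both a wider error and smaller changes therefore lie behind the loss of age calls. The same covariate gave 6 genes for CR against AL at 15 months (1700102P08Rik, Hist2h3c1, Mir1969, Nr1d1, Prkab1 and Zfp207, named after their values were seen; 1828 at an unadjusted p under 0.05), 54 for CR mice at 15 months against AL mice at 5 months, and 0 common genes, hence 0 not called in the latter comparison and no opposite share.

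For CR against AL at 15 months, quantile normalization gave 77 genes (67 shared with the 126), the separate fit 0 (2003 at an unadjusted p under 0.05), the replicate block 323 (124 shared) and the GC and length correction 271 (112 shared). The common genes became 51 with quantile normalization, 237 with the replicate block and 192 with the GC and length correction, of which 49, 225 and 190 were not called between CR mice at 15 months and AL mice at 5 months. For that last comparison, genes with a mean FPKM of at least 1 gave 340 calls (fewer genes tested), the separate fit 218 and the choroid plexus score as a covariate 156. For CR against AL at 5 months, eBayes without the trend gave 1 (804 at an unadjusted p under 0.05). The opposite share of common genes was 96.0% with the AL libraries at 15 months divided into 2 sets of 3; with them whole it was 100%, which says nothing of stability, since simulated data without a group difference also gave a median of 100% among genes at a low p in both comparisons. The cause was not tested for any of these changes, apart from the number of genes tested and the covariate's error.

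Leaving out 1 library of the groups compared gave from 15 (AL 15 months replicate 0 or 4, or CR 15 months replicate 3) to 732 genes (CR 15 months replicate 0) for CR against AL at 15 months, from 11 to 550 common genes, from 11 to 538 of these not called against AL mice at 5 months, and from 181 (AL 5 months replicate 2) to 925 (CR 15 months replicate 2) for that comparison. It gave from 0 to 1 for CR against AL at 5 months (Agxt2l1, without AL 5 months replicate 4) and from 0 to 1 for the interaction (Mir1969, without AL 15 months replicate 5). The cause was not tested.

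Directions that reversed under an alternative were Col8a2 with age (0.10) and Kl under CR at 5 months (-0.11) with the choroid plexus covariate; Bdnf (0.0274) and Calb2 (-0.86) with age and Stab2 under CR at 15 months (-0.0425) with the region covariate; the medial habenula list with age (0.0296) and the erythrocyte list under CR at 5 months (-0.0226) with a pseudocount of 1; and the astrocyte list under CR at 15 months (-0.00301) with quantile normalization. With 1 library of the groups compared left out, ranges that included a reversed direction under CR at 15 months were -0.45 to 0.42 for Calb2, -0.31 to 0.58 for Stab2, and for the lists -0.18 to 0.16 (CA3 pyramidal neuron), -0.31 to 0.19 (oligodendrocyte), -0.0428 to 0.0921 (astrocyte), -0.122 to 0.0128 (endothelium) and -0.52 to 0.00422 (immediate early gene). Under CR at 5 months they were -0.15 to 0.12 (CA1 pyramidal neuron), -0.32 to 0.12 (CA3 pyramidal neuron), -0.21 to 0.17 (erythrocyte) and -0.0889 to 0.266 (immediate early gene). With age they were -0.170 to 0.0376 (medial habenula), -0.0301 to 0.0765 (astrocyte) and -0.13 to 0.00149 (endothelium). The cause was not tested for these reversals.

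The higher variability at 15 months kept its direction and passed its test in every fit, from 0.0373 to 0.0474 over the settings and from 0.0365 to 0.0474 with 1 library left out. The separate fit gives no overlap or interaction values, and list scores were recomputed only with a pseudocount of 1, with quantile normalization and without each library. The median of all genes moved by less than 0.1 (log2) in every setting, by -0.0464 for age with a common median. Depth per library is unknown, which limits what can be said of genes at low FPKM.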

Differences from the paper's values

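The choice of the genes compared one by one at the end was made only after the result was seen. For CR against AL at 15 months, the paper's number of altered genes is 1100 and the number here is 126; none of the alternatives set before the data were examined closed the gap, with 732 without CR 15 months replicate 0 the nearest. The paper gives 535 genes higher and 565 lower under CR, against 56 and 70 here. Without CR 15 months replicate 0, 377 genes were higher, within 1.5 times of the paper's number, and no alternative closed the gap for the lower genes. The paper's log2 fold changes run from -3.89 to 3.46, against -2.93 to 1.40 here. For the lower end, the replicate block (-3.89) and the fits without CR 15 months replicate 0 (-3.97) or replicate 1 (-3.95) closed the gap. For the upper end, the fit without CR 15 months replicate 0 (3.51) did, and the others did not.

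At 5 months, the paper's number for CR against AL is 335 (234 higher, 101 lower), against 0 in both directions here, with 789 at an unadjusted p under 0.05; no alternative set before the data were examined closed these gaps. The paper reports 102 genes altered by CR at both ages, against 0 here with 203 at an unadjusted p under 0.05 at both ages, and no alternative closed that gap.

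Between CR mice at 15 months and AL mice at 5 months, the paper shows about 1200 genes in Fig. 3, read by eye, against 529 here. Leaving out CR 15 months replicate 2 (925) or replicate 3 (842) closed the gap. Of these the paper shows about 680 higher and about 550 lower in Fig. 3, read by eye, against 235 and 294 here. For the higher genes no alternative set before the data were examined closed the gap. For the lower genes the fits without AL 5 months replicate 0 (369), CR 15 months replicate 2 (479) or CR 15 months replicate 3 (433) did.

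Of genes altered both with age and under CR at 15 months, the paper counts 887, of which 882 are opposite in direction, against 95 and 95 here; the highest number, 550 without CR 15 months replicate 0, did not close the gap. Of the opposite genes, the paper finds 558 that were not altered between CR mice at 15 months and AL mice at 5 months and 324 that were, against 92 and 3 here. The fit without CR 15 months replicate 0 (538) closed the first gap, and no alternative closed the other.

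Some genes that the paper calls altered were not called here, although some settings called them. Under CR at 15 months, Crhr1 was called with a pseudocount of 1, the replicate block, the choroid plexus covariate, without AL 15 months replicate 2, without CR 15 months replicate 0 or 5, and without small RNA genes, an alternative chosen after seeing the values. Gria1 was called with the replicate block and without CR 15 months replicate 0 or 5, Crh, Drd5 and Ror1 without CR 15 months replicate 0, and Igfbp6 without CR 15 months replicate 5. No setting called Bdnf, Ntf3, Grin2a, Grin2b, Agxt2l1, Calb2, Col8a2, Rtp1, Stab2, Kl, Cit or Ttr. Under CR at 5 months, Agxt2l1 was called without AL 5 months replicate 4, and no setting called Rtp1, Kl, Ttr, Hspa1b, Calr, Hspa5, Pdia4 or Pdia6. With age in AL mice, no setting called Calb2, Col8a2, Rtp1 or Stab2. The paper also gives Hspa1b and Calr as lower with age in its NanoString data. Their FPKM fell by 0.56 and 0.28 on the log2 scale (limma adjusted p = 0.0798 and 0.0602); Hspa1b was called with quantile normalization, without AL 15 months replicate 2 and with the GC and length correction, chosen after seeing the values, and Calr with a common median, the separate fit, the replicate block or without AL 15 months replicate 3. When adjusted over the 24 named genes alone (Benjamini-Hochberg), which the paper chose on these libraries, more of them passed. Under CR at 5 months these were 6, namely Agxt2l1, Col8a2, Calr (adjusted p = 0.0211), Hspa5 (0.00102), Pdia4 (0.00169) and Pdia6 (0.00802). Under CR at 15 months there were 13, which included Gria1, Crh, Crhr1, Drd5, Ror1, Igfbp6 and Cit (0.0206), and with age both Hspa1b (0.0338) and Calr (0.0233) passed.

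The paper states that most genes altered by CR at both ages change in opposite directions, whereas 88.2% of the genes with an unadjusted p under 0.05 at both ages changed in the same direction here. Over all tested genes, 53.4% had the same direction at both ages and the correlation of the 2 CR changes was -0.0334. Of the tested genes of S6 Table, most changed direction, with 37.8% in the same direction at 15 months, whereas among the 43 with an unadjusted p under 0.05 at 15 months 24 had the same direction. Fig. 5C draws alanine-glyoxylate aminotransferase 2-like 1 (Agxt2l1) as lower under CR at both ages, whereas its FPKM was higher under CR, with log2 fold changes of 2.27 at 5 months and 0.79 at 15 months, and the paper's S5 Table also gives it as higher under CR at 15 months. The same figure draws ADP-ribosylation factor-like 4D (Arl4d, looked up after the figure was compared) as higher under CR at both ages, whereas its FPKM was lower, with log2 fold changes of -0.93 at 5 months and -0.65 at 15 months. The labels of Agxt2l1 and Arl4d may be exchanged in the figure, which could not be checked here, so these need not be separate disagreements.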

Other observations

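The tests of GC content and length, of a few abundant genes, of the variability, of the ER chaperone list, of Ttr and Kl at each age, of the slopes on the region score and of other splits of the libraries, and the criteria for reading them, were chosen only after the result was seen.

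Other splits of the same libraries into groups of the same sizes were fitted in the same way, 100 per comparison with the real split included. For age in AL mice, 1 of 100 splits, the real one, gave as many called genes, and the highest other count was 2. For CR mice at 15 months against AL mice at 5 months it was also 1, and for the common genes 1. There the highest other counts were nearer, 414 against 529 called genes and 59 against 95 common genes. For CR against AL at 15 months, 6 of 100 splits gave at least 126 called genes, and another split gave 729, so the count of calls is not rare among splits; at an unadjusted p under 0.05, 4 of 100 splits gave at least 2902 genes. At 5 months the count of 0 called genes is one that all 100 splits reach, and 10 of 100 gave at least 789 genes at an unadjusted p under 0.05 (median of the other splits 406). For the age by diet interaction, 10 of 100 gave at least 1301.

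The region score rose with age in AL mice, from -2.53 to -0.42 (exact permutation p = 0.00216), and lay at -1.15 in CR mice at 15 months and -2.63 in CR mice at 5 months. Behind it, the neocortex and subiculum list rose by 0.67 (exact permutation p = 0.00433, 6 of 6 libraries above the 5 month median) and the CA1 pyramidal neuron list fell by 1.44 (exact permutation p = 0.00433, 6 of 6 below it), neither under 0.05 after adjustment (Benjamini-Hochberg adjusted p = 0.0649). Spink8 (-3.81), Fibcd1 (-3.35), Pou3f1 (-2.02) and Man1a (-1.33) fell, and Cux2 (2.11), Tbr1 (1.47) and Lamp5 (1.17) rose. Other genes of the 2 lists went against this. Wfs1 of the CA1 list rose (0.63), and Mpped1 (-0.16) and Nov (-0.04) changed little. Crym (-1.40), Nts (-1.03) and Fezf2 (-0.32) of the neocortex list fell. More neighboring neocortex or subiculum in the AL dissections at 15 months is a candidate explanation for part of the age calls. Within groups, the slope of each gene on the region score went with its change with age across genes (r = 0.652), whereas the largest of 100 values with scores shuffled within groups was 0.585, and 83.4% of 3456 called genes changed in the direction the score predicts. All 12 genes of the neocortex list and all 7 of the CA1 list are expressed in the tissue at 1 FPKM or more, and the 2 lists share no gene, but 3 and 5 of them are in the held part of S1 Table, so the study picked some. A lower share of CA1 cells alone would raise the markers of all other types, yet the dentate gyrus list fell by 1.55 and the CA3 list by 0.69 while the thalamus list rose by 0.28. The score differs so much between the ages (84.1% of its variance) that a change of expression within CA1 neurons with age stays open, and this was not tested.

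Whether uneven dissection lies behind the CR calls at 15 months cannot be told apart from a diet effect. The region score differed by -0.727 between the diets (exact permutation p = 0.160), 20.1% of its variance, and with the score as a covariate 6 genes were called. Under this covariate the median size of the changes called without it fell from 0.546 to 0.483, and the median standard error rose 1.09 times. The slopes on the score gave r = -0.552, and 4 of 100 shuffled scores gave a value as large. For the opposite directions of the common genes the same p of 0.160 leaves the dissection open, since a score between the AL means at 5 and 15 months in CR mice is what both explanations give.

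The AL libraries at 15 months, shared by the age and CR comparisons, do not account for the opposite directions as a whole: with these libraries divided into 2 sets of 3, 96.0% of common calls were still opposite, although 64 and 107 of the 225 calls came from 2 of the 20 divisions. At an unadjusted p under 0.01 in both comparisons, the divisions held a median of 251 genes, 98.3% of them opposite (lowest 91.4%). Simulated data without a group difference, divided in the same way, held a median of 2 and at most 41 such genes, with a median of 66.7% opposite. GC content or length bias as the whole cause is argued against by 3847 called genes with age and 271 under CR at 15 months after the trend was removed, over 16808 genes (99.0% of those tested). A few abundant genes are argued against by 3727 called genes with age after a shift to a common median.

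The higher variability at 15 months was still 0.0322 (permutation test of fixed deviations, approximate p = 0.000932) after the trend on the region score within groups was removed, which argues against uneven neighboring tissue along this score as its whole cause. An effect of age stays open and was not tested.

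Choroid plexus tissue in the dissected samples is a candidate explanation for higher Ttr and Kl under CR at 5 months. Kl followed the choroid plexus list within these 10 libraries (r = 0.950, permutation p = 0.00042, adjusted 0.00168 over 8 relations; rho = 0.879, p = 0.00157; 0.655 without the 2 farthest libraries), and the list rose by 1.499 (exact permutation p = 0.183, 5 of 5 CR libraries above the AL median), with all 16 genes higher; CR replicates 3 and 4 had scores of 2.48 and 4.58. Of the list, 8 of 16 genes have a mean of at least 1 FPKM in AL mice at 5 months, the highest at 10.0 FPKM, none is in another list, and 14 of 16 are in S6 Table, so the study picked them from these libraries. With 1 library left out in turn, the rise of the list at 5 months ran from 0.724 (without CR replicate 4) to 1.85 (without CR replicate 2). At 15 months the list changed by -0.215 (exact permutation p = 0.504). For the higher Kl under CR at that age the tables argue against choroid plexus tissue: by the slopes across the 5 month libraries, 2.44 FPKM more Kl needs 16.2 FPKM more of the summed list and 69.7 FPKM more Ttr (16.8 and 136 without the library with the most Kl). The summed list changed by -4.99 (SE 4.76) and Ttr by 5.62 (SE 5.10). For Ttr at 15 months, whose small rise needs little tissue, choroid plexus tissue cannot be told apart from other causes. At 15 months, Kl followed the region score (r = -0.840, permutation p = 0.0008, adjusted 0.00213 over 8 relations; rho = -0.699, p = 0.0145; -0.473 without the 2 farthest libraries, n = 12). With age the list fell by 1.28 (exact permutation p = 0.0281, 6 of 6 AL libraries at 15 months below the 5 month median).

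The ER chaperone list was higher under CR at 15 months by 0.229 with the region score as a covariate (SE 0.0701) and by 0.204 with quantile normalization (exact permutation p = 0.00216), so neither uneven neighboring tissue along this score nor a few abundant genes account for its rise as a whole. With age the list fell by 0.113 (exact permutation p = 0.0455). All 10 genes are expressed in the tissue, and 2 are in the held part of S2 Table. An effect of CR on protein folding genes stays a hypothesis, found and tested on the same data and, over 45 list tests, not under 0.05 after adjustment.

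The other lists are given as the change with age, under CR at 15 months and under CR at 5 months, with exact permutation p. The CA1 list changed under CR by 0.536 (p = 0.214) and -0.0125 (p = 0.976), and the neocortex and subiculum list by -0.191 (p = 0.511) and -0.115 (p = 0.508), by exact permutation. By exact permutation, the CA3 list changed by -0.694 (p = 0.0130), 0.0625 (p = 0.924) and -0.104 (p = 0.825), the dentate gyrus list by -1.55 (p = 0.0173), 1.18 (p = 0.136) and -0.523 (p = 0.246), and the thalamus list by 0.282 (p = 0.00866), -0.140 (p = 0.299) and -0.165 (p = 0.349). Exact permutation gave for the medial habenula list -0.0626 (p = 0.727), -0.320 (p = 0.0823) and 0.149 (p = 0.373), and for the erythrocyte list -0.342 (p = 0.552), 1.30 (p = 0.0823) and 0.00746 (p = 1). The same exact test gave for oligodendrocytes -0.931 (p = 0.00866), -0.0250 (p = 0.950) and -0.514 (p = 0.103), for astrocytes 0.0272 (p = 0.786), 0.0348 (p = 0.775) and -0.0795 (p = 0.254), and for microglia -0.340 (p = 0.0519), 0.223 (p = 0.301) and -0.204 (p = 0.0397). For endothelium exact permutation gave -0.0596 (p = 0.626), -0.0585 (p = 0.641) and -0.272 (p = 0.0556), for interneurons 0.0635 (p = 0.513), -0.0742 (p = 0.517) and 0.123 (p = 0.278), and for immediate early genes 0.605 (p = 0.305), -0.277 (p = 0.617) and 0.111 (p = 0.730). None of the 45 list tests passed an adjusted p of 0.05. No explanation was tested for these lists.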
